# Four distinct types of dehydration stress memory genes in *Arabidopsis thaliana*

**DOI:** 10.1186/1471-2229-13-229

**Published:** 2013-12-30

**Authors:** Yong Ding, Ning Liu, Laetitia Virlouvet, Jean-Jack Riethoven, Michael Fromm, Zoya Avramova

## Abstract

**Background:**

How plants respond to dehydration stress has been extensively researched. However, how plants respond to multiple consecutive stresses is virtually unknown. Pre-exposure to various abiotic stresses (including dehydration) may alter plants’ subsequent responses by improving resistance to future exposures. These observations have led to the concept of ‘stress memory’ implying that during subsequent exposures plants provide responses that are different from those during their first encounter with the stress. Genes that provide altered responses in a subsequent stress define the ‘memory genes’ category; genes responding similarly to each stress form the ‘non-memory’ category.

**Results:**

Using a genome-wide RNA-Seq approach we determine the transcriptional responses of Arabidopsis plants that have experienced multiple exposures to dehydration stress and compare them with the transcriptional behavior of plants encountering the stress for the first time. The major contribution of this study is the revealed existence of four distinct, previously unknown, transcription memory response patterns of dehydration stress genes in *A.thaliana.* The biological relevance for each of the four memory types is considered in the context of four overlapping strategies employed by a plant to improve its stress tolerance and/or survival: 1) increased synthesis of protective, damage-repairing, and detoxifying functions; 2) coordinating photosynthesis and growth under repetitive stress; 3) re-adjusting osmotic and ionic equilibrium to maintain homeostasis; and 4) re-adjusting interactions between dehydration and other stress/hormone regulated pathways.

**Conclusions:**

The results reveal the unknown, hitherto, existence of four distinct transcription memory response types in a plant and provide genome-wide characterization of memory and non-memory dehydration stress response genes in *A.thaliana*. The transcriptional responses during repeated exposures to stress are different from known responses occurring during a single exposure. GO analyses of encoded proteins suggested implications for the cellular/organismal protective, adaptive, and survival functions encoded by the memory genes. The results add a new dimension to our understanding of plants’ responses to dehydration stress and to current models for interactions between different signaling systems when adjusting to repeated spells of water deficits.

## Background

Environmental stresses exert evolutionary pressure on organisms, which, in turn, have developed sophisticated responses to cope and to survive. Plants react to unfavorable conditions by dynamically changing physiological behavior and expression levels of implicated genes. Pre-exposure to various abiotic stresses (salinity, cold, high temperature) may alter plants’ subsequent responses by improving resistance to future exposures [1,2]. Pre-treatment (priming) with hormones (jasmonic acid, JA, abscisic acid, ABA, salicylic acid, SA) increased the systemic immunity and induced stronger responses from responding genes upon subsequent treatments, relative to non-primed plants [3-7]. These observations have led to the concept of ‘stress memory’, implying that during subsequent exposures plants provide responses that are different from their responses during the first encounter with the stress [8].

Drought-triggered dehydration stress is one of the most common environmental stresses endured by plants and their responses to dehydration stress are extensively researched at organismal, cellular, and genome levels. Recently, we demonstrated that Arabidopsis plants subjected to several cycles of dehydration/water recovery treatments maintained higher relative water content than plants experiencing dehydration stress for the first time [9]. Dehydration stress ‘memory’ also affected gene expression from response genes. Analysis of 14 dehydration response genes after multiple stress treatments revealed the existence of two different types of transcriptional responses: genes that produced transcripts at similar levels during each stress and genes that in a subsequent response significantly increased their transcript levels and transcription rates relative to the first response [9]. Accordingly, genes that provide altered responses in a subsequent stress were referred to as ‘memory genes’ to distinguish them from ‘non-memory’ genes responding similarly to each stress.

Here, we explore how broadly memory genes are distributed within the dehydration stress responsive fraction of the *Arabidopsis thaliana* genome. Comprehensive RNA-Seq analyses of the transcriptomes of plants prior to stress, during a first stress, and during a third dehydration stress exposure revealed an unexpected diversity of memory-type responses at the transcriptional level. Analyses of the memory genes by GO functional categories indicated a biased functional distribution among the memory response patterns. Results are interpreted in the context of the possible biological relevance of these memory responses.

## Methods

### Plant growth and treatments

*Arabidopsis thaliana* (Col-0) plants were grown in potting soil in growth rooms at 22°C with a 12-h light photoperiod and light intensity of 180 μmol m^-2^ s^-1^. Repeated dehydration stresses were performed by air-drying for 2 h followed by a 22 h period of full re-hydration recovery as described [9]. RNA-Seq analyses were performed on rosette leaves from pre-stressed (W) plants, from plants exposed to the first dehydration treatment (S1), and during a third stress (S3) following two stress/recovery cycles. Plants from two independent biological samples were used. After removal from soil and before initiating the stress/recovery cycle, experimental plants were conditioned overnight in humid chambers and used to establish the basal transcript levels (W) for the transcriptome analyses. The transcriptional behavior of the marker memory genes *RD29B* and *RAB18* were monitored in leaf samples taken from fresh plants in soil, from overnight conditioned plants after their removal from soil, and from plants kept under watered conditions throughout the stress/recovery as indicators of the normal dehydration stress behavior of plants in S1 and S2 and internal controls for the whole genome transcriptome analyses.

### RNA extraction and RNA-Seq library construction

Leaf tissues were collected and immediately frozen in liquid nitrogen. Total RNA was extracted with Trizol (Invitrogen Inc. Carlsbad, CA, USA), treated with DNase I (Qiagen, Valencia, CA), and purified using Qiagen RNeasy Mini Kit. RNA integrity was confirmed on a Bioanalyzer 2100 using Nano 6000 LabChip (Agilent Technologies, Santa Clara, CA). Complementary DNA sequencing library was prepared from the total RNA using the mRNA-Seq Sample Preparation Kit (Illumina, San Diego, CA). Briefly, poly-adenylated RNA was isolated from 10 μg total RNA by Sera-Mag Magnetic Oligo-dT beads (ThermoFisher Scientific, Waltham, MA). RNA Purified mRNA was fragmented, annealed to high concentrations of random hexamers, and reverse transcribed. Following second strand cDNA synthesis, end repair, and A-tailing, Oligo adapters complementary to sequencing primers were ligated to cDNA fragment ends. Resultant cDNA libraries were size fractionated on an agarose gel, 200 bp fragments excised, and amplified by 15 cycles of polymerase chain reaction. Clusters were generated from the cDNA sequencing library on the surface of a flowcell in the Cluster Station (Illumina) by so-called bridge amplification. Replicates for the watered, S1 and S3 sample libraries were each run on a single lane in a flowcell on an Illumina GAIIx at the Genomics Core Facility at the University of Nebraska-Lincoln.

### Reverse transcription and real-time PCR

Total RNA isolation and reverse transcription with oligo(dT) (18418–012, Invitrogen) were performed as described previously [10]. The amounts of individual genes were measured with gene-specific primers by real-time PCR analysis with a CyclerIQ real-time PCR Instrument (Bio-Rad) and SYBR Green mixture (Bio-Rad). The relative expression or amount of specific genes was quantitated with the 2^-ΔΔ*C*t^ calculation [11], according to the manufacturer’s software (Bio-Rad), where the reference gene was ubiquitin. Primers used in real-time RT-PCR are in Additional file 1: Table S1.

### Bioinformatics analysis

Transcriptome sequencing of the watered, S1, and S3 samples yielded a total of 53.4, 76.8, and 78.4 million reads, respectively, summed over the two biological replicates per sample (see Additional file 2: Table S2). The read length for S1 and S3 is 75 bases, while for watered it is 101 bases. To determine the quality of the replicates we performed a least-square simple linear regression for each of the three samples. 

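Within each condition, the FPKM values of replicate 2 were regressed on those of replicate 1 by least squares with an intercept over the 33555 genes listed. The slope was 0.926 in W, 0.973 in S1 and 0.834 in S3. The R squared was 0.969 in W, 0.977 in S1 and 0.939 in S3. The values of S3 moved most with the scale: on log2(FPKM + 1) the slope of S3 was 0.987 and its R squared 0.987. With replicate 1 regressed on replicate 2, a direction tried only after the values had been seen, the slopes were 1.05, 1.00 and 1.13 in W, S1 and S3.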

We calculated the *R*^*2*^ statistic (0.96 ≤ *R*^*2*^ ≤ 0.99) and slope (1.07 ≤ *b* ≤ 1.09), which provide measures of goodness-of-fit and correlation, respectively, using the *regress* function in MATLAB® (version 8.0.0.783 [R2012b]; The MathWorks™) (Additional file 3: Table S3). For use in all further analyses, the *Arabidopsis thaliana* genome and gene models were downloaded from Illumina’s iGenomes (Ensembl, TAIR10), and gene functional descriptions and Gene Ontology assignments from the Arabidopsis Information Resource (release TAIR10, [12]).

The bowtie (version 2.1.0; [13]) and tophat (version 2.0.8; [14]) packages were used with default parameters to map the RNA sequence reads from watered, S1, and S3 to the genome (see Additional file 3: Table S3), and to determine the expression quantity of known transcripts in each sample. The *cuffdiff* tool from the cufflinks package (version 2.0.2; [15]) was run with default parameters to calculate expression changes and associated q-values (False Discovery Rate adjusted p-values) for each gene, between the samples S1 and water, and S3 and S1. We further classify genes as being significantly differentially expressed when all three of the following conditions are met: *q* ≤ 0.05; | log_2_(fold change) | ≥ 1; and the FPKM-normalized expression value of at least one sample out of the two needs to be larger than the 25^th^ percentile. The output files of *cuffdiff* are further annotated (in-house Perl script) by adding gene functional descriptions and GO classifications, and merged into a master file containing all data for S1 versus water and S3 versus S1 (Additional file 3: Table S3, Additional file 4: Table S4, and Additional file 5: Table S5).

From that master file we determined the 6579 significant drought-responsive genes (S1 versus water), and using that initial set we then looked at the significant responses in S3 versus S1 (1963 genes) and the remainder that did not respond (4616 genes). We assigned simple classifications to the types of response during the first stress (+ or -) and the second stress (+, -, or =), combining them into six classes: [++], [--], [+-], [-+], [+=], and [-=] (Table 1; Table 2; Additional file 4: Table S4, Additional file 5: Table S5). Two additional classes [=/+] and [=/-] contain genes that in S1 did not change significantly expression (according to the three criteria for significance, above) compared to pre-stressed levels in W but significantly changed transcription in S2. Formally, these genes do not belong to the S1 dehydration-stress responding fraction.

**Table 1:** **Dehydrations response and memory genes in *Arabidopsis thaliana***

		**Total**	**Up**	**Down**
Total genes		33,555		
Dehydration response		6,579	3396	3183
Memory genes		1963	1219	744
	[+/+] W < S1 < S3	362		
	[-/-] W > S1 > S3	310		
	[+/-] W < S1 > S3	857		
	[-/+] W > S1 < S3	434		
Non-memory genes				
	[+/=] W < S1 = S3	2,177		
	[-/=] W > S1 = S3	2,439		
Late-response genes				
	[=/+] W = S1 < S3	798		
	[=/-] W = S1 > S3	573		

**Table 2:** Distribution of dehydration stress responding genes according to GO function

		**[+/+]**	**[-/-]**	**[+/-]**	**[-/+]**	**[+/=]**	**[-/=]**	**[=/+]**	**[=/-]**
		**362**	**310**	**857**	**434**	**2177**	**2439**	**798**	**573**
Ribosomal and protein synthesis		1	31(10%)	1	0	10 (0.5%)	135 (5%)	2	26 (5%)
Response to salt		25 (7%)	8 (3%)	84 (10%)	14 (3%)	154 (7%)	55 (2%)	35 (4%)	24 (4%)
Response to cold/heat		28 (8%)	18 (8%)	53 (6%)	19 (4%)	147 (7%)	72 (3%)	40 (5%)	46 (7%)
Response to ABA		24 (7%)	6 (2%)	80 (9%)	12 (1%)	143 (7%)	38 (1%)	39 (5%)	24 (4%)
LEA		12 (3%)	0	4	2	9	2	5 (0.7%)	0
Response to light		18 (5%)	25 (8%)	28 (3%)	24(6%)	68 (3%)	101 (4%)	47 (6%)	27 (5%)
	UV	3	2	4	5	10	18	12	6
	Intensity	11	10	13	11	40	66	27	14
	Red/far red	2	12	7	3	14	16	6	7
	Blue	2	1	3	5	2	10	2	0
Circadian rhythm		1	1	13	6	11	23	8	12
Chloroplast		12 (3%)	75 (24%)	20 (2%)	22 (5%)	48 (2%)	203 (8%)	26 (3%)	75 (15%)
Thylakoid membrane		0	53 (17%)	6 (0.7%)	9 (2%)	14	177 (7%)	7 (1%)	22 (4%)
Membrane		30 (8%)	23 (7%)	106 (12%)	41 (10%)	312 (14%)	233 (10%)	73 (9%)	71 (14%)
TM transport, porins		20 (5%)	6 (2%)	62 (7%)	26 (5%)	138 (7%)	95 (4%)	50 (6%)	24 (4%)
Wall/PM		13 (3%)	25 (8%)	30 (3%)	22 (5%)	48 (2%)	129 (5%)	38 (4%)	37 (6%)
Kinases, recepors, signal trans-duction		4	16 (5%)	52 (6%)	31 (7%)	107 (5%)	111 (5%)	25 (3%)	21 (4%)
Response to auxin		9 (2%)	5 (2%)	43 (4%)	10 (1%)	66 (3%)	48 (2%)	12 (1%)	12 (2%)
Response to ethylene		4 (1%)	3 (1%)	53 (6%)	8 (2%)	87 (4%)	24 (1%)	12 (%)	8 (1%)
Response to GA		2 (1%)	5 (2%)	10 (1%)	7 (1%)	13	18 (0.7%)	13 (1%)	5 (1%)
Response to JA		7 (2%)	16 (5%)	121 (14%)	19 (2%)	89 (4%)	46 (2%)	13 (1%)	21 (4%)
Response to SA		4 (1%)	5 (2%)	41 (5%)	13 (3%)	63 (3%)	24 (1%)	14 (1%)	12 (2%)
Transcription factors		29 (8%)	6 (2%)	73 (7%)	25 (6%)	161 (7%)	100 (4%)	51(2%)	22 (4%)
	AP2/ERF	5	1	16	2	19	10	1	3
	bHLH	2	1	16	2	11	16	5	0
	homeo_ZIP	3	1	6	3	25	16	8	3
	MYB	4	1	8	3	16	9	10	4
	ZF	3	2	6	11	41	28	12	4
	B_ZIP	4	0	4	2	13	1	3	0
	NAC	1	0	7	1	13	1	3	0
	GRAS	1	0	2	0	3	6	1	2
	HSF	1	0	3	0	4	0	2	1
	CCAAT	3	0	0	0	2	3	2	0
	WRKY	2	0	5	1	14	4	1	1

Number of genes and percentages per memory group are reported. Only percentages higher than 0.7 are reported; higher than 1% are rounded to the nearest integer.

The raw transcriptome sequence files for watered, S1, and S3 have been uploaded, together with gene expression result files, to NCBI’s Gene Expression Omnibus under sequence number GSE48235.

## Results

### Dehydration stress memory response genes of *Arabidopsis thaliana*

Watered non-stressed plants and plants subjected to one or three dehydration stresses by exposure to dry air for 2 hours followed by 22 h periods of watered recovery intervals [9] were analyzed. The levels of mRNAs from the leaves of these plants were determined by RNA-Seq. 

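Rosette leaves of watered plants (W), of plants air-dried once for 2 h (S1) and of plants in the third air-drying, with 22 h of recovery in water after each earlier one (S3), were sequenced in 2 biological replicates per condition, 6 libraries in all. The methods give 10 µg of total RNA per library, whereas the sample labels give 4 µg. The labels also name both Col-0, as the ecotype, and WS, as the genotype, of every sample. The paper lists 23001565 and 26515658 mapped reads for the W replicates, 34311218 and 38718225 for S1, and 35241847 and 39328849 for S3 (Table S2). Reads were 101 bases long in W and 75 bases long in S1 and S3, so read length differs together with the stress in the comparisons with W, but not between S1 and S3. An effect of read length alone would be the same in S1/W and in S3/W. W plants were sampled after overnight conditioning out of soil and before the cycles. The time since removal from soil thus also differs between S3 and the other conditions, without a sequenced control kept in water for as long. The paper describes such watered plants for the markers RD29B and RAB18. From reads mapped to the TAIR10 genome with tophat and bowtie, the authors computed FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for each gene and replicate with *cuffdiff*, and these values are what the deposited tables hold. They hold no read counts per gene, so the depth behind a single value is known only approximately, from its FPKM, its transcript length and the mapped reads of its library. On a transcript of 1000 bases, 3 reads correspond to 0.0763 FPKM in the deepest library, S3 replicate 2, and to 0.130 FPKM in the shallowest, W replicate 1. Between 21139 and 22457 genes per library had a value above 0, and 8796 of the 33555 genes were at 0 in all 6 libraries. The other 24759 genes were analysed as log2(FPKM + 1) in 1 linear model of the 3 conditions, fitted to all 6 libraries with limma, whose moderated test follows the trend of the variance with expression. The p-values were adjusted by the Benjamini-Hochberg method over these genes. A gene was taken as differentially expressed under the criteria of the paper: an adjusted p of at most 0.05, an absolute log2 fold change of at least 1, and an FPKM above the 25th percentile, here 0.374, in at least one of the conditions compared. The criterion on FPKM removed none of the genes that met both others. With 2 replicates per condition, 3 residual degrees of freedom remained, to which the moderation added 2.07. Among genes with at least 400 reads by this approximation, the variance of the log2 ratio between replicates was 13.7 times that of read sampling alone in W, 15.2 times in S1 and 15.6 times in S3. Over the 14373 genes with a mean of at least 5 FPKM in a condition, the median log2 fold change was 0.09 for S1/W, 0.01 for S3/S1 and 0.14 for S3/W, and the fold changes given include this shift. With each library scaled to the same sum, these medians were 0.01, 0.09 and 0.13, and with median-of-ratios size factors 0.07, 0.01 and 0.11.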

Transcripts from 33,555 *A. thaliana* genes were identified (Table 1; Additional file 3: Table S3)*.* Of these, 6579 genes (~20% of the genes in the genome) significantly increased or decreased their transcript levels during the first dehydration stress (S1), compared to their transcript levels in watered plants (W), representing the dehydration stress-responsive genes of *A. thaliana.* Of the genes responding in S1, 3396 genes were up-regulated and 3183 were down-regulated (Table 1; Additional file 4: Table S4)*.* A comparison of the transcript levels during the first (S1) and third dehydration stress (S3) identified 1,963 dehydration responsive genes displaying significantly different amounts of transcripts in S3 versus S1. 

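Of the 24759 genes tested, 6400 were differentially expressed in S1 relative to W, which is 19.1% of the genes listed. Transcript levels were higher in S1 for 3401 of them and lower for 2999. The criterion on the fold change moved these numbers most: without it, 6609 genes were higher and 6152 lower. When each W and S1 library was left out in turn, between 3167 and 3322 of the 3401 genes kept a log2 fold change of at least 1, and between 2617 and 2925 of the 2999 kept one of at most -1. None of the 6400 genes changed direction, which the criteria that selected them largely fix. Between S3 and S1, 3036 of the genes tested were differentially expressed, 1374 with higher and 1662 with lower levels in S3. Which direction held more genes depends on the scaling: with the libraries scaled to the same sum, 3175 genes were higher and 3348 lower in S1 than in W, and 1597 higher and 1508 lower in S3 than in S1. After a correction for GC content and transcript length that was chosen after seeing the data, 2983 were higher and 3564 lower in S1 than in W. The adjusted p alone was at most 0.05 for 13302 genes in the first comparison and for 7938 in the second.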

Our operational criterion for transcriptional memory is that the transcriptional responses to similar stress conditions must be different. Accordingly, these 1,963 genes display dehydration stress transcriptional memory (Table 1; Additional file 4: Table S4).

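Of the genes differentially expressed in S1 relative to W, 1768 (27.6%) were also differentially expressed between S3 and S1. In S1, 1168 of these 1768 genes had risen above their W levels and 600 had fallen below them. In S3, 658 had higher and 1110 lower levels than in S1. With no criterion on the fold change, the number of memory genes was 5406, and with a pseudocount of 0.1 in place of 1 it was 2590.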

Four distinct transcriptional memory response-patterns were recognized within the S1-responding fraction. 

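Crossing the S1/W and S3/S1 comparisons gave 333 [+/+], 275 [-/-], 835 [+/-] and 325 [-/+] memory genes. Without the criterion on the fold change, these classes held 1170, 1101, 1895 and 1240 genes. Each library was left out in turn, and genes that kept both changes at an absolute log2 fold change of at least 1 were counted. Between 277 and 325 of the [+/+] genes and between 206 and 271 of the [-/-] genes did. Between 775 and 817 of the [+/-] genes and between 284 and 309 of the [-/+] genes did. No gene changed direction in either comparison. The replicates of all these genes did not overlap in either comparison, so a reversal was not possible. Both comparisons use the S1 libraries, so a chance value in S1 enters them with opposite sign and could by itself place genes in the [+/-] and [-/+] classes. In 20 simulated data sets, W kept its measured means, and S1 and S3 both took the average of their measured means. This lowers the simulated S1/W change of [+/-] genes and raises that of [-/+] genes. Replicates varied by the moderated variance of each gene, independently between genes. At most 2 genes per data set fell in the [+/-] and [-/+] classes together, and 0 in the [+/+] and [-/-] classes. Across the 18454 genes with a mean of at least 1 FPKM in a condition, the S1/W and S3/S1 log2 fold changes had a Pearson correlation of -0.189 and a Spearman correlation of -0.0805, where genes are not independent replicates. The simulated data sets gave Pearson correlations between -0.0880 and -0.0476, with a median of -0.0694. In 20 further simulated data sets in which nothing changed between conditions, the correlations lay between -0.554 and -0.466, with a median of -0.505. Where nothing changes, the shared S1 libraries thus gave a correlation more negative than the measured one, so its size alone does not show a response. Where S1 differed from W and S3 equaled S1, they gave only less negative ones. Leaving out S1 replicate 1 moved the measured Pearson correlation most, to -0.233. The paper reasons that transcriptional memory requires different responses to similar stress conditions, and from the direction of the change in S1 relative to W and of the change in S3 relative to S1 it distinguishes the memory patterns.

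**Figure D1:**
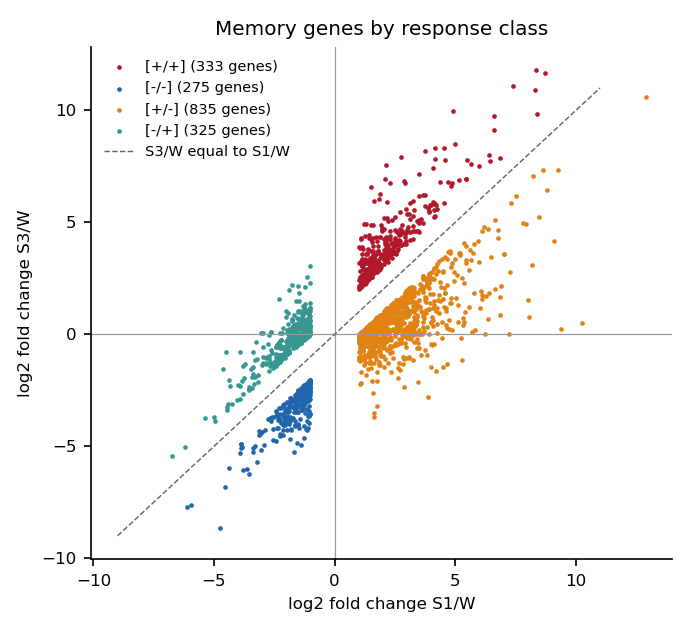
Log2 fold change S3/W against log2 fold change S1/W of the memory genes, 1 point per gene, with 333 [+/+], 275 [-/-], 835 [+/-] and 325 [-/+] genes and a dashed line where S3/W equals S1/W. The [+/+] genes lie above the line and the [-/-] genes below it, farther from W in S3 than in S1, and the [+/-] and [-/+] genes have medians of 0.36 and -0.12 on the S3/W axis.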

We designate these transcription patterns as [+/+], [-/-], [+/-] and [-/+] memory responses, where the first sign indicates higher (+) or lower (-) transcript levels in S1 relative to the levels in pre-stressed watered plants (W). The second sign indicates higher (+) or lower (-) transcripts in S3 relative to the levels in S1. Non-memory genes are denoted as [+/=] or [-/=] indicating that up-regulated or down-regulated transcript levels occurring in S1, respectively, have similar levels in S3. In addition, 798 genes were up-regulated in S2 ([**=/**+] W = S1 < S3) and 573 were down-regulated ([**=/**-] W = S1 > S3). These delayed response patterns are different from the memory responses represented by the four S1-responding memory types. 

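There were 2233 [+/=] and 2399 [-/=] genes, with a median log2 fold change S3/S1 of -0.08 and -0.01. The S3/S1 change was smaller than 0.5 on the log2 scale in 1408 (63.1%) of the [+/=] genes and in 1548 (64.5%) of the [-/=] genes. The = sign also covers genes whose change between S1 and S3 passed only part of the criteria. The adjusted p was at most 0.05 with an absolute log2 fold change under 1 in 654 [+/=] and 633 [-/=] genes, and the log2 fold change was at least 1 in size with an adjusted p above 0.05 in 33 and 27 genes. Without the criterion on the fold change, the [+/=] and [-/=] classes held 3544 and 3811 genes.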

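A change between S3 and S1 without one between S1 and W was found for 716 [=/+] and 552 [=/-] genes. Their median log2 fold change S3/S1 was 1.41 and -1.39. In the comparison of S3 with W, 549 of the [=/+] genes were also higher and 402 of the [=/-] genes also lower. Without the criterion on the fold change, there were 1363 [=/+] and 863 [=/-] genes. In both W libraries, 63 of the [=/+] genes were listed at 0.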

Here, we focus mainly on the transcriptional patterns of the S1-responding gene fraction of Arabidopsis.

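The [+/+] class of 333 genes (23 of them listed at 0 in both W libraries, so that their S1/W values depend on the pseudocount) rose by a median of 1.87 on the log2 scale from W to S1 and by 1.56 from S1 to S3. The smaller of these changes was largest in AT5G39520, AT3G17520 and RAB18 among genes whose replicates did not overlap in either comparison. RAB18 (AT5G66400), which encodes a dehydrin, lies on chromosome 5 from 26518277 to 26519447 of the TAIR10.1 assembly. Its FPKM was 10.3 ± 0.339 in W, 335 ± 3.38 in S1 and 11495 ± 988 in S3 (mean ± SD, n = 2). The log2 fold change of RAB18 was 4.90 for S1/W (standard error 0.11, adjusted p = 5.15e-05 from limma's moderated test) and 5.10 for S3/S1 (adjusted p = 0.000258). Among the alternatives, a pseudocount of 0.1 moved the S1/W value of RAB18 most, to 5.01. AT5G39520, of unknown function, had 0.538 ± 0.342 FPKM in W, 27.8 ± 13.6 in S1 and 482 ± 106 in S3. AT3G17520, a late embryogenesis abundant protein, was listed at 0 in both W libraries, with 20.5 and 24.2 FPKM in the S1 replicates and 251 and 408 in the S3 replicates. Of the genes shown in Figure 1A, LTI30 (AT3G50970) had 7.87 ± 3.43 FPKM in W, 83.6 ± 14.5 in S1 and 399.6 ± 25.0 in S3, and NFYA5 (AT1G54160) had 2.16 ± 0.330, 17.5 ± 4.42 and 37.4 ± 5.56. ABF3 (AT4G34000) rose from 11.9 ± 1.04 to 216 ± 21.7 and 308 ± 19.6 FPKM. Its S3/S1 log2 fold change of 0.51 (adjusted p = 0.0266) was under 1, which placed it in the [+/=] class except without the criterion on the fold change. Of the 362 genes in the paper's [+/+] list, 298 (82.3%) were [+/+] here and 311 when p-values were adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Of the others, 41 were [+/=], 15 were [=/+] and 8 passed the criteria in neither comparison, and all 362 had both changes in the direction of the list.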

Of the four different memory classes, 362 genes denoted as [+/+] memory genes were induced in S1 and induced to higher levels in S3 (Table 1; Figure 1A). All 7 memory genes described in our earlier study [9] were present in the [+/+] memory category in the genome-wide RNA-Seq data (Additional file 4: Table S4). The [-/-] class contained 310 genes with decreased transcript levels in S1 and further reduced levels in S3 (Table 1; Figure 1B). 

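The [-/-] class held 275 genes, whose levels fell by a median of 1.47 on the log2 scale from W to S1 and fell by 1.42 from S1 to S3. A pseudocount of 0.1 raised the number of genes in the class to 477. AT2G10940, annotated as a lipid transfer protein, had the largest value of the smaller change. Its FPKM was 831 ± 273 in W, 30.6 ± 13.1 in S1 and 1.16 ± 1.16 in S3 (mean ± SD, n = 2). PDF1.2 (AT5G44420), a plant defensin, had 159.8 ± 98.5, 12.7 ± 8.08 and 0.923 ± 0.0506 FPKM. SAUR29 (AT3G03820) had 53.5 ± 5.28 FPKM in W and 5.40 ± 3.63 in S1, and 0.0947 and 0 FPKM in the S3 replicates, which is near the limit of detection. The genes that the paper measured by qRT-PCR in Figure 1B fell in other classes in the RNA-Seq values. CWLP (AT3G22120) fell from 188 ± 50.5 FPKM in W to 123 ± 72.2 in S1 and 36.6 ± 12.0 in S3, with adjusted p-values of 0.279 and 0.0578 for S1/W and S3/S1 from limma's moderated test. AT2G45180 had 2550.3 and 2832 FPKM in the W replicates, 116 and 146 in S1 and 512 and 579 in S3, with an S3/S1 log2 fold change of 2.06 (adjusted p = 0.00193). AT5G28870, the label of the figure, was listed at 0 in all 6 libraries. BZO2H3 (AT5G28770), the gene of the corresponding primers in Table S1, fell from 19.0 ± 1.51 to 7.70 ± 0.668 FPKM and was at 8.67 ± 0.594 in S3, with an S3/S1 log2 fold change of 0.15 (adjusted p = 0.385). Of the 310 genes in the paper's [-/-] list, which was chosen on these samples, 243 (78.4%) were [-/-] here and 252 when adjusted over the list alone. All 310 had both changes in the direction of the list, and 47 of them were [-/=], 12 were [=/-] and 8 were in neither comparison.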

The [-/+] class contained 434 memory genes that were down-regulated in S1, but produced significantly higher transcript levels in S3 (Figure 1C); conversely, 857 [+/-] memory genes, were induced in S1 but had lower levels in S3 (Figure 1D). 

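There were 325 [-/+] and 835 [+/-] genes. With a pseudocount of 0.1, the [-/+] class held 592 genes and the [+/-] class 1058. Among [-/+] genes, CIPK20, MIR398b and IGMT4 had the largest values of the smaller change. CIPK20 (AT5G45820), a protein kinase that is also shown in Figure 1C, had 53.6 and 56.6 FPKM in the W replicates, 1.64 and 1.33 in S1 and 28.6 and 33.5 in S3. The log2 fold change of CIPK20 was -4.50 for S1/W (adjusted p = 5.87e-05 from limma's moderated test) and 3.69 for S3/S1 (adjusted p = 0.000353). MIR398b had 248 ± 85.4 FPKM in W, 14.9 ± 0.996 in S1 and 144 ± 55.7 in S3 (mean ± SD, n = 2), and IGMT4 (AT1G21130) had 229.8 ± 37.9, 8.24 ± 1.56 and 76.5 ± 3.25. The other genes of Figure 1C, AT3G54500 and MYBL2 (AT1G71030), fell from 39.0 ± 2.23 and 157 ± 32.0 FPKM in W to 14.5 ± 1.43 and 45.3 ± 3.15 in S1, and reached 73.9 ± 15.9 and 232 ± 3.86 in S3. Among [+/-] genes, the rule picked AT3G50825, AT2G05765 and ILL5, all listed at 0 in both W libraries. AT3G50825 and AT2G05765 are small nucleolar RNAs whose transcripts are shorter than the 101 bases of the W reads. They had 1284 and 1168 and 697 and 634 FPKM in the S1 replicates and 1.02 and 0 and 0.349 and 0 in the S3 replicates. ILL5 (AT1G51780), an amino acid hydrolase shown in Figure 1D, had 272 and 257 FPKM in S1 and 0.396 and 1.10 in S3, an S3/S1 log2 fold change of -7.28 (adjusted p = 0.000324). AT4G28140 had 0.966 ± 0.300 FPKM in W, 470.4 ± 0.518 in S1 and 58.0 ± 3.61 in S3. JAZ1 (AT1G19180) had 9.15 ± 1.05, 632 ± 9.15 and 93.8 ± 20.7 FPKM. The S3/W log2 fold change was still 4.91 for AT4G28140 (adjusted p = 5.89e-05) and 3.21 for JAZ1 (adjusted p = 0.000183).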

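The comparison of S3 with W measures how near the [+/-] and [-/+] genes came to their watered levels. The median log2 fold change S3/W was 0.36 for the 835 [+/-] genes (quartiles -0.14 and 1.21), after a median S1/W of 2.38, where 53 of them are listed at 0 in both W libraries and their values depend on the pseudocount. For the 325 [-/+] genes it was -0.12 (quartiles -0.81 and 0.29), after a median S1/W of -1.69. Levels in S3 were closer to W than those in S1 in 818 (98.0%) of the [+/-] genes and 312 (96.0%) of the [-/+] genes, which the opposite signs of the 2 changes that define these classes largely fix. S3 and W did not differ under the criteria in 529 (63.4%) of the [+/-] genes and 232 (71.4%) of the [-/+] genes. Of the other [+/-] genes, 252 were still higher in S3 than in W and 54 were lower. Of the other [-/+] genes, 65 were still lower and 28 were higher. The share of genes without a difference between S3 and W moved most without the criterion on the fold change, to 46.4% of the [+/-] genes and 49.7% of the [-/+] genes of that setting.

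**Figure D2:**
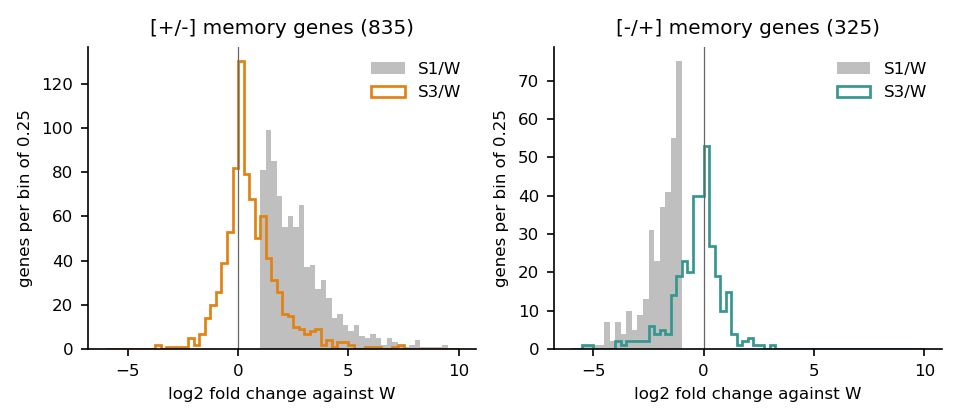
Histograms of the log2 fold changes S1/W (filled) and S3/W (outlined) of the 835 [+/-] genes on the left and the 325 [-/+] genes on the right, in genes per bin of 0.25. The S3/W values center near 0, with medians of 0.36 and -0.12.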

The latter two categories ‘revise’ their transcriptional behavior in a subsequent stress: after robustly responding in S1, these genes show weaker/no responses in S3, producing transcripts at levels close to their initial watered (pre-stressed) levels. These genes are referred to as ‘revised response’ memory genes. 

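Over the [+/+] genes, the median transcript level was 2.21 FPKM in W, 16.4 in S1 and 63.4 in S3. The corresponding medians were 79.0, 22.0 and 6.63 FPKM for the [-/-] genes, 3.27, 30.1 and 5.72 FPKM for the [+/-] genes and 19.1, 4.28 and 14.6 FPKM for the [-/+] genes. For the [+/+] genes, quartiles of the log2 fold change were 1.41 and 2.76 for S1/W and 2.93 and 4.83 for S3/W. For the [-/-] genes they were -1.97 and -1.17 for S1/W and -3.78 and -2.56 for S3/W. All 333 [+/+] genes were differentially expressed with higher levels, and all 275 [-/-] genes with lower levels, in S3 than in W.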

The distribution of transcript levels for the dehydration stress-responsive memory genes in S1 and S3 illustrating the four memory categories is shown (Figure 2A, B). The two non-memory gene classes ([+/=] and [-/=]) consistently provide transcriptional responses in S3 similar to those in S1 (Figure 1E, F).

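In the comparison of S3 with W, 1782 (79.8%) of the [+/=] genes were differentially expressed with higher levels and 1942 (81.0%) of the [-/=] genes with lower levels in S3, and none of either class passed the criteria in the opposite direction. The median log2 fold change S3/W was 1.63 for the [+/=] genes, beside 1.57 for S1/W, and -1.58 for the [-/=] genes, beside -1.46. Of the genes in Figure 1E, RD26 (AT4G27410) had 9.03 ± 5.17 FPKM in W, 554 ± 64.7 in S1 and 709 ± 46.1 in S3 (mean ± SD, n = 2). DREB2B (AT3G11020) had 3.09 ± 0.308, 10.8 ± 1.14 and 14.3 ± 0.797 FPKM. COR15A (AT2G42540) had 851 ± 30.6, 7942 ± 966 and 4133 ± 35.8 FPKM, with an S3/S1 log2 fold change of -0.94 (adjusted p = 0.0749 from limma's moderated test). Of those in Figure 1F, PDX1 (AT5G01410) fell from 146 ± 8.66 FPKM in W to 48.0 ± 1.39 in S1 and 40.3 ± 0.736 in S3, and AT4G39620 had 18.2 and 15.1 FPKM in the W replicates, 5.11 and 4.91 in S1 and 3.03 and 3.72 in S3. PRP4 (AT4G38770) had 1007 ± 102, 731 ± 10.1 and 561 ± 189 FPKM, and its S1/W log2 fold change of -0.46 (adjusted p = 0.212) did not pass the criteria. GRP8 (AT4G39260), the gene of the primers that Table S1 lists in place of AT4G39620, fell from 516 ± 54.4 to 83.4 ± 1.74 FPKM and rose to 208 ± 52.3, which made it a [-/+] gene (S3/S1 log2 fold change 1.29, adjusted p = 0.00844).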

**Figure 1:**
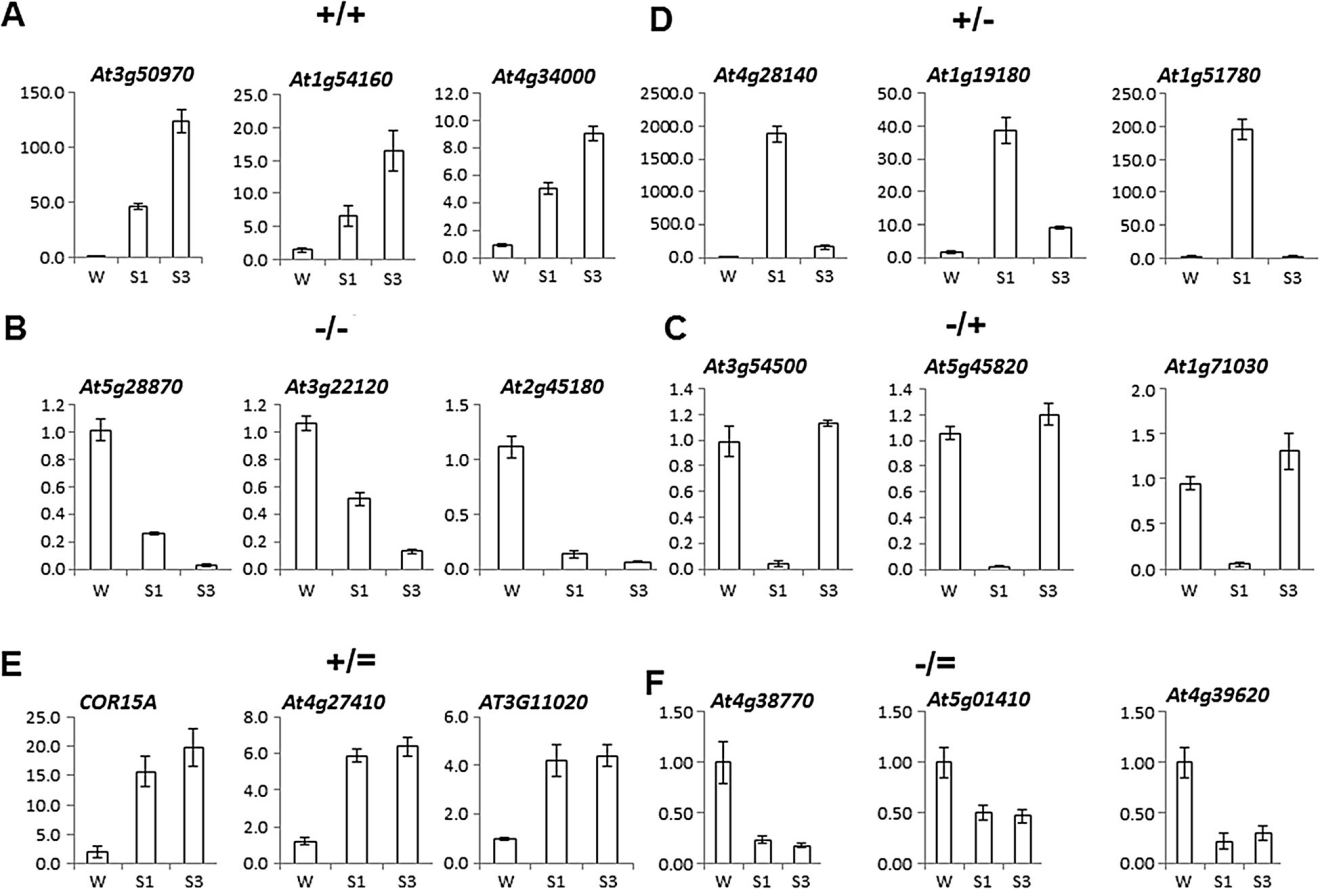
**Transcription memory response patterns of dehydration stress responding genes.** Three genes from each memory category were randomly chosen from the RNA-Seq datasets to illustrate the diverse transcriptional response patterns. **A)** [+/+] memory genes; **B)** [-/-] memory genes; **C)** [-/+] memory genes; **D)** [+/-] memory genes; **E)** [+/=] non-memory genes; **F)** [-/=] non-memory genes. Transcript levels measured by real-time qRT-PCR are under initial pre-stressed watered (W) conditions, after the first (S1), and the third (S3) exposures to dehydration stress. Measurements were performed on three biological samples, each with three technical replicates. Bars are the mean ± s.e.m., *n* = 3 replicates. For interpretation of the response signs see text.

**Figure 2:**
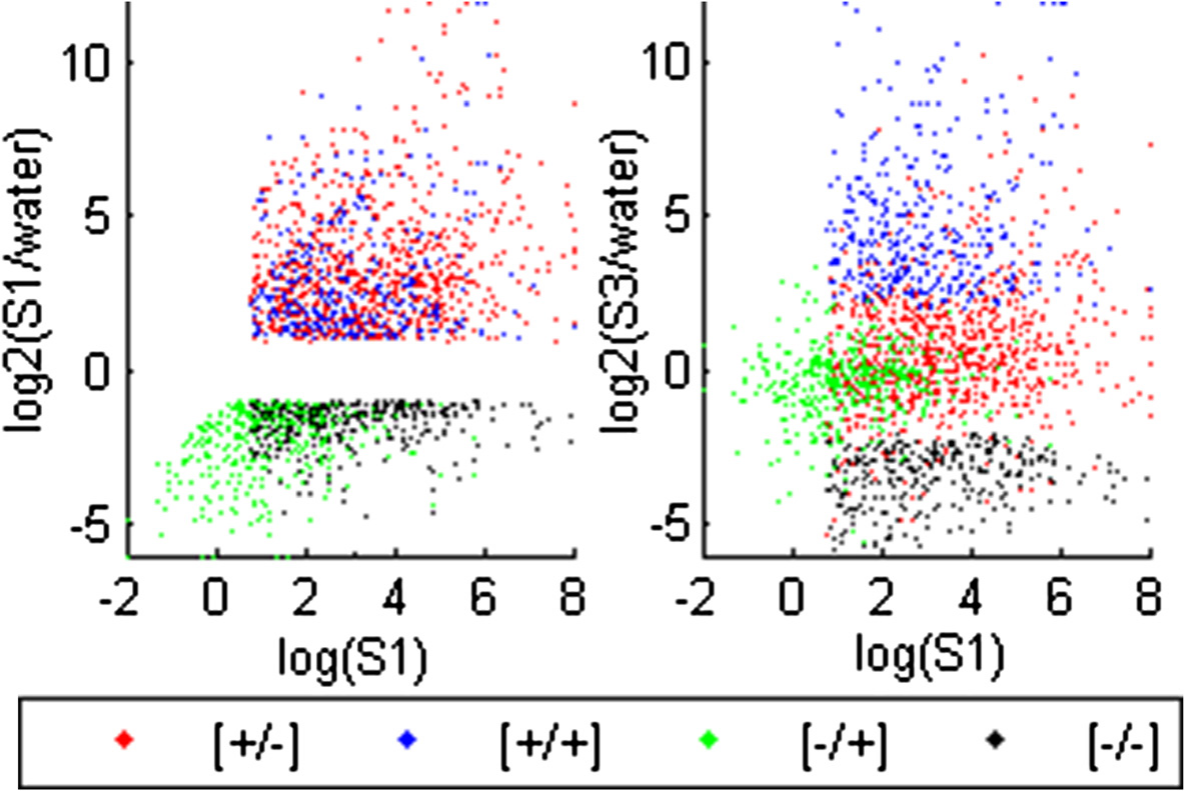
**Distribution of dehydration stress responding genes in *A. thaliana *in S1 and S3. Left panel).** Transcript levels from dehydration stress responding genes that are up-regulated or down-regulated during S1 (color key at the bottom) plotted by the log2 of their S1 levels along the x-axis, and by log2 of their S1/watered ratio along the y-axis. **Right panel**) Transcript levels of dehydration stress memory genes: as in (A) except the y-axis is the log2 of the S3/watered ratio. The clustering of the four colors illustrates the distribution of the four distinct memory response types: revised response [+/-] and [-/+] memory genes clustering closer to their pre-stressed (W) levels, while the [+/+] and [-/-] increasing separation from these levels.

### Functional distribution of Arabidopsis memory genes

The large number of the dehydration stress-memory responsive genes and the diversity of their transcriptional responses raised questions of their functions and of whether there was a preferential association of particular cellular functions with any of the four memory types. To address these questions, genes displaying transcriptional memory were analyzed for biological function according to their Gene Ontology (GO) classification (Table 2; Additional file 5: Table S5).

### Genes involved in ABA/abiotic stresses responses are signature for the [+/+] memory genes

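The paper's lists of [+/+] genes by GO function were followed gene by gene. Of its 24 genes responding to ABA, 20 were [+/+] here and 21 when adjusted over the list alone. The others, AIRP1, GolS2, P5CS2 and HB-12, which are named because of their values, were [+/=]. The list for salt held 25 genes, of which 20 were [+/+] and 21 when adjusted over the list alone, and the list for cold or heat held 28, of which 24 and 25 were. Median log2 fold changes in the lists for ABA, salt and cold or heat were 3.25, 3.35 and 2.08 for S1/W and 1.63, 1.44 and 1.92 for S3/S1. The study chose these lists on these samples, so the overlap is not independent evidence. Counted instead from the annotation notes of the reference, where few genes carry such a note, 16 of 319 protein-coding [+/+] genes (5.02%) were annotated with a response to salt, cold, heat or ABA, against 2.63% of the 17810 expressed protein-coding genes. The share was larger in the [+/-] class, with 45 genes (5.54%). For ABA alone, 9 [+/+] genes (2.82%) had the note (Fisher's exact test, two-sided, adjusted p = 0.000529 over 144 tests of 18 categories in 8 classes, of which 46 had an adjusted p of at most 0.05). For salt the [+/+] share was below that of the background (adjusted p = 1.00 from the same exact test), and for cold or heat 8 genes (2.51%) had the note (adjusted p = 0.0546), so of these responses only that to ABA passed the threshold.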

Genes implicated in responses to salt, salinity, cold/heat acclimation, and abscisic acid (ABA) constitute about a quarter of the [+/+] memory genes. 

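All 12 *LEA* genes of the paper's [+/+] list were [+/+] here, and all 12 when adjusted over the list alone, although the list was chosen on these samples. Their median log2 fold change was 2.94 for S1/W and 1.85 for S3/S1. By the annotation notes, 19 of 319 protein-coding [+/+] genes (5.96%) encode LEA proteins or dehydrins, against 0.410% of the background (Fisher's exact test, two-sided, adjusted p = 6.02e-16). Over all 84 genes with this product, the median log2 fold change was 0.69 for S1/W, where 66 genes were higher, and 0.17 for S3/S1, where 51 were higher. The set had an adjusted p of 5.13e-06 and 0.0207 in these comparisons by camera, limma's competitive set test, with the preset correlation of 0.01 between genes. Camera was applied to 10 sets in 20 tests, of which 17 had an adjusted p of at most 0.05. Fry needs no preset correlation, but it is self-contained: it asks whether a set changed at all, not whether it changed more than other genes. By fry 15 tests had an adjusted p of at most 0.05, including 14 of the 17. By camera with the correlation estimated from the residuals, 0 of the 20 did, with 3 at an unadjusted p under 0.05. The filter for a mean of at least 1 FPKM in a condition moved the S1/W median of the set most, to 1.29.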

*LEA* genes represent 3% among them (Table 2; Additional file 5: Table S5; Figure 3).

**Figure 3:**
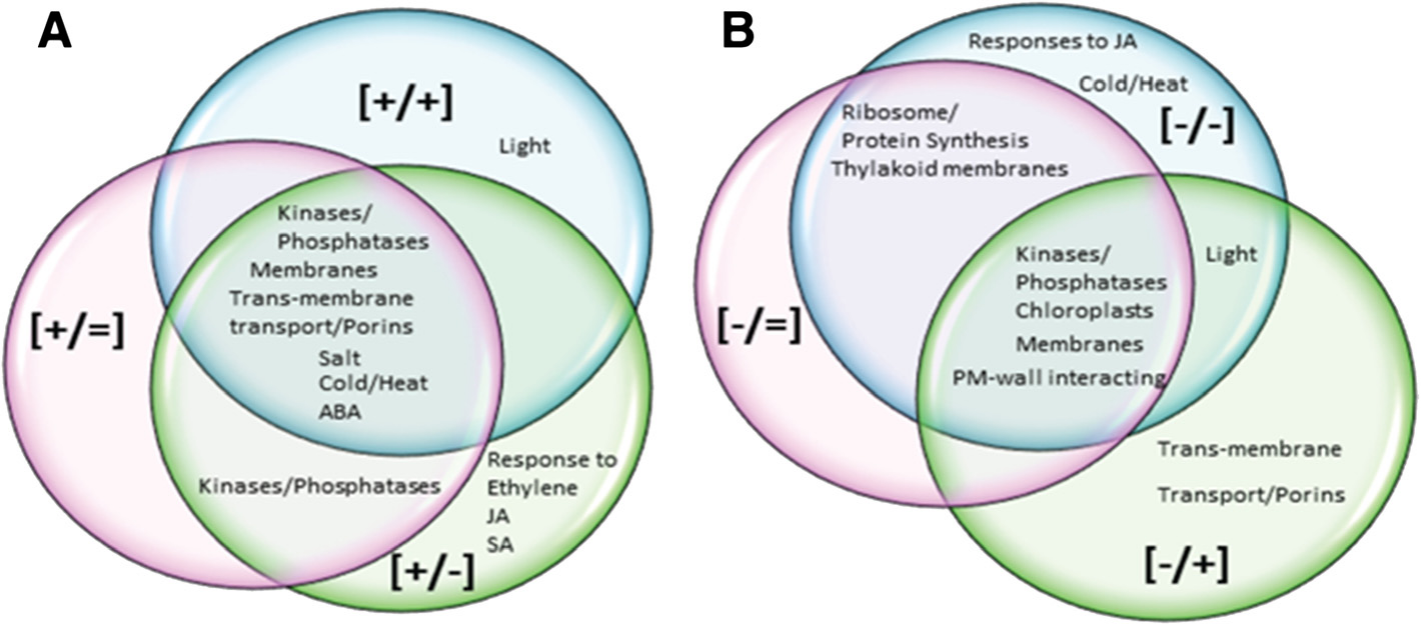
**Distribution of dehydration stress memory genes in *A. thaliana *according to GO functions.** The functional GO categories represented by the more abundant (5% or more of the genes within a memory response type) GO groups of responding genes. The four memory and two non-memory types are shown in a Venn diagram format: **A)** the two memory and one non-memory types up-regulated in S1; **B)** the two memory and one non-memory types down-regulated in S1.

### Ribosome/protein synthesis, chloroplast, and thylakoid membrane associated functions are signature for [-/-] memory genes

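Over 325 genes with a ribosomal protein as product, the median log2 fold change was -0.80 for S1/W and -0.37 for S3/S1, with 33 and 67 genes higher in these comparisons. Camera gave an adjusted p of 1.02e-11 for S1/W and 1.25e-06 for S3/S1, and fry gave 0.0478 and 0.125. Of these genes, 26 were [-/-] and 95 were [-/=]. The 68 photosystem and light harvesting proteins had a median log2 fold change of -1.20 for S1/W and -0.53 for S3/S1, with 13 [-/-] and 24 [-/=] genes. Their adjusted p by camera was 2.90e-09 and 0.00281, and by fry 0.00416 and 0.0718. Both sets fell in S1 and in S3 under each scaling of the libraries that was tried. By annotation notes, 127 of 274 protein-coding [-/-] genes (46.4%) were linked to the chloroplast, against 13.6% of the background (Fisher's exact test, two-sided, adjusted p = 6.72e-38). The notes linked 30 [-/-] genes (10.9%) to the ribosome, against 3.13% (adjusted p = 2.94e-08). CAB1, RBCS1A and the L41 gene AT3G08520, relatives of the genes concerned, were listed at 0 in both W libraries, so their response in S1 is not measured.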

Memory genes encoding ribosomal, as well as chloroplast and photosynthesis proteins are the major constituents of the [-/-] memory subgroup (Additional file 4: Table S4; Additional file 5: Table S5; Figure 3). 

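Of the 31 genes for ribosomal proteins and protein synthesis in the paper's [-/-] list, 28 were [-/-] here, with a median log2 fold change of -1.28 for S1/W and -1.42 for S3/S1. Adjusted over the list alone, 29 were. RFC3 and AT3G60245 were [-/=] and PFL was [=/-], names given after their values were seen. The list for responses to light held 26 genes, of which 21 were [-/-], and 21 when adjusted over the list alone. EMB269, CAB2 and ABCB19 were [-/=] and AT1G52770 was [=/-], whereas PR5 passed the criteria in neither comparison. The study chose these lists on these samples, so the overlap is not independent evidence. Annotation notes gave 12 [-/-] genes (4.38%) with a response to light, against 0.977% of the background (Fisher's exact test, two-sided, adjusted p = 0.000113).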

Encoded proteins are involved in ribosome structure and amino acid biosynthesis, as well as in photosynthesis, in the light harvesting complex (photosystem II), and in responses to light (red/far red light, in particular). 

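Thylakoid proteins were counted from the annotation notes of the reference in each class. The [-/-] class held 40 such genes, 14.6% of its protein-coding members against 1.75% of the background (Fisher's exact test, two-sided, adjusted p = 1.03e-23). In number, the [-/=] class held more, with 81 genes, which are 3.47% of that class (adjusted p = 1.06e-08). The [=/-] class held 34 (6.33%) and the [+/-] class 7 (0.862%). The paper's thylakoid list of the [-/-] class, chosen on these samples, holds 48 different genes, fewer than its Table 2 counts. Of these, 45 were [-/-] here and 47 when adjusted over the list alone. The others, EMB269, CAB2 and CAB3, named after their values were seen, were [-/=], with adjusted p-values for S3/S1 of 0.0164, 0.114 and 0.0929 from limma's moderated test.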

The largest number of thylakoid membrane-associated proteins is encoded by [-/-] memory genes.

### Functions encoded by [-/+] revised response memory genes

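Membrane proteins made up the largest share of the protein-coding [-/+] genes among the 18 categories counted from annotation notes, with 115 of 314 genes (36.6%) against 26.7% of the background (Fisher's exact test, two-sided, adjusted p = 0.000593). The chloroplast came next, with 35 genes (11.1%), a share below the 13.6% of the background but not past the threshold (adjusted p = 0.418). Cell wall proteins were the only other category with an adjusted p of at most 0.05 in this class, with 15 genes (4.78%) against 2.44% (adjusted p = 0.0455). Thylakoid proteins numbered 4, namely PGR5, NdhS, AT2G45180 and AT4G27700, which are named after their values were seen.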

There are no particular types of cellular functions specifically enriched within the [-/+] group of memory genes, although the largest percentages of genes encode chloroplast and membrane (plasma, organellar, and thylakoid membrane) related functions. Many of these are for electron transport, photosystem II assembly, chloroplast organization and re-location, functions similar to those encoded by [-/-] memory genes (Table 2; Additional file 5: Table S5; Figure 3).

### Dehydration stress [+/-] memory genes are shared with multiple signaling pathways

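Annotation notes of the reference were searched for responses to hormones among 812 protein-coding [+/-] genes. The response to JA was noted for 35 of them (4.31%), against 0.376% of the background (Fisher's exact test, two-sided, adjusted p = 1.36e-27), and the response to ethylene for 12, also above the background share of 0.404% (adjusted p = 0.000529). The response to auxin was noted for 14 genes (1.72% against 1.04%, adjusted p = 0.158). A note on ABA was found for 5 genes, 5PTASE11, BGLU18, NAC3, PMZ and ALDH3I1 (adjusted p = 0.911), and a note on GA for 5, GA2OX2, GID1B, RING, AT5G50915 and BT4 (adjusted p = 0.0542). GRX480, EDS5 and EPS1 had a note on SA (adjusted p = 0.349), and the genes of these short lists are named after their values were seen. The 40 genes with ethylene in their product had a median log2 fold change of 0.27 for S1/W and -0.24 for S3/S1 (adjusted p = 0.0239 and 0.00900 by camera), with 8 of them [+/-]. The 144 genes with auxin in their product had medians of -0.14 and 0 (adjusted p = 0.0201 and 0.955), with 7 of them [+/-].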

The signature [+/-] dehydration memory genes are regulated by multiple signaling pathways, including the ABA, ethylene, auxin (IAA), gibberrellic acid (GA), jasmonic acid (JA), and salicylic acid (SA) pathways (Table 2; Additional file 5: Table S5; Figure 3). A prominent functional group represented by [+/-] memory genes encodes proteins associated with membranes. 

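By annotation notes, 251 of 812 protein-coding [+/-] genes (30.9%) encode membrane proteins, against 26.7% of the background (Fisher's exact test, two-sided, adjusted p = 0.0229). The share was 26.6% in the [+/+] class, 24.5% in the [-/-] class and 26.6% in the [+/=] class, and none of these differed from the background under the threshold. It was largest in the [-/+] class (36.6%, adjusted p = 0.000593 from the same exact test), and also above the background in the [-/=] class (29.4%, adjusted p = 0.00769), the [=/+] class (32.1%, adjusted p = 0.00638) and the [=/-] class (31.7%, adjusted p = 0.0335). Transport was noted for 64 [+/-] genes (7.88% against 5.41%, adjusted p = 0.00909).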

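The 7 intrinsic proteins GAMMA-TIP, PIP2B, TMP-C, PIP2A, TIP2, PIP1A and RD28 and the K+ channels KAT1 and KAT2 were all [+/-] here. GAMMA-TIP (AT2G36830) had 179.9 ± 51.8 FPKM in W, 2395 ± 184 in S1 and 107 ± 8.79 in S3 (mean ± SD, n = 2), with log2 fold changes of 3.76 for S1/W (adjusted p = 0.000256 from limma's moderated test) and -4.47 for S3/S1 (adjusted p = 0.000596). RD28 (AT2G37180) had 6.61 ± 1.64, 591 ± 68.7 and 24.7 ± 11.2 FPKM. TIP2 (AT3G26520) only just met the criteria, with a log2 fold change S1/W of 1.00 (adjusted p = 0.0117), and was [=/-] when the libraries were scaled to the same sum or by median-of-ratios size factors, and after the correction for GC content and length that was chosen after seeing the data. In S3 the transcript levels stood at different distances from W. TIP2 had 1016 ± 88.6 FPKM in W, 2035 ± 47.2 in S1 and 510.1 ± 95.9 in S3, the only 1 of these genes to fall below W under the criteria. S3 and W did not differ under the criteria for GAMMA-TIP, PIP2B and KAT2, with S3/W log2 fold changes of -0.71, 0.86 and 0.15, the last of which changed sign after that correction. Levels in S3 were still above W for TMP-C, PIP2A, PIP1A, RD28 and KAT1, with S3/W log2 fold changes of 2.65, 1.13, 2.09, 1.70 and 1.32. KAT1 (AT5G46240) had 5.38 ± 0.309, 33.6 ± 0.740 and 15.0 ± 1.47 FPKM and KAT2 (AT4G18290) had 1.02 ± 0.504, 6.89 ± 1.39 and 1.23 ± 0.418. Other members of the family were in other classes. Among all 32 genes with an intrinsic protein or aquaporin as product, 8 were [+/-], 5 were [+/=] (PIP1C, PIP2E, PIP1B, PIP2;5 and TIP2;3), 3 were [-/=] (PIP2;8, PIP1;5 and SIP1;2), 1 was [=/+] (NIP6;1) and none was in another memory class, with names given after the values were seen. Of the [+/=] genes, only PIP2;5 did not fall from S1 to S3 (log2 fold change 0.10). PIP1C, PIP2E and PIP1B fell by -0.95, -0.86 and -0.82, short of the criterion on the fold change. TIP2;3 fell by -1.32, with an adjusted p of 0.0646 from limma's moderated test.

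**Figure D3:**
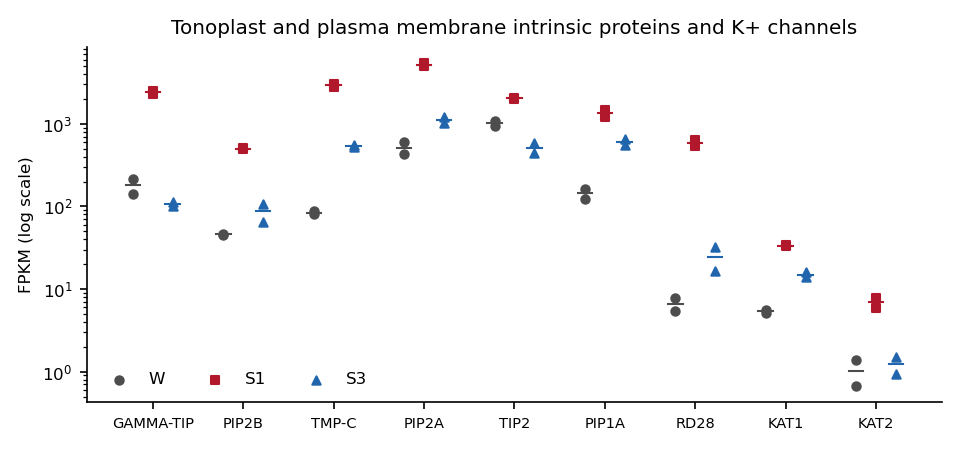
FPKM (log scale) of 7 intrinsic proteins, KAT1 and KAT2 in W, S1 and S3, with 1 point per replicate and a line at the mean. Both S1 points lie above both W points and both S3 points for every gene.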

Although membrane (plasma and organellar)-related genes are highly represented within the entire drought-responding fraction (including the non-memory and all four memory types), genes for tonoplast intrinsic proteins regulating water transport (GAMMA-TIP, PIP2B, TMP-C, PIP2A, TIP2, PIP1A, RD28) and the inward K^+^ channel proteins (KAT1 and KAT2) display, exclusively, [+/-] memory responses (Table 2; Additional file 5: Table S5).

### Dehydration stress memory of transcription factor genes

Among the ~1500 Arabidopsis genes encoding transcription factors (TFs) [16], members of about two dozen families have been implicated in responses to drought [17-19]. Among these families, transcriptional memory behavior was found for members of ten of the families (Additional file 6: Table S6). Five families (AP2/ERF, bHLH, Homeodomain-Zip, MYB/Myb-like, and ZF) are represented in all memory categories; GRAS and HSF members display only [+/+] and [+/-] memory, and the CAAT family is represented only by [+/+] memory genes. 

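Members of each family in the paper's lists of transcription factors were placed in the classes found here. AP2/ERF genes were [+/+] in 5 cases, [-/-] in 1 (ERF2), [+/-] in 13 and [-/+] in 2 (DREB1A and AT5G61590). MYB and Myb-like genes numbered 3, 1 (MEE3), 7 and 2 (MYBL2 and MYB28) in these classes, and zinc finger genes 3, 2 (BBX14 and AT3G14740), 6 and 9. The bHLH genes numbered 2 (LRL1 and FBH3), 0, 15 and 2 (SCRM2 and PIL5), and the Homeodomain-Zip genes 3, 0, 5 and 4. The list of [-/-] transcription factors, which is shorter than the number in Table 2, holds no Homeodomain-Zip gene, so the 0 of this family says little, and its only bHLH gene, HBI1, was [-/=]. Of the GRAS genes, RGL1 and AT3G50650 were [+/-] and 0 were [+/+]. Of the HSF genes, HSFA6A was [+/+] and HSFA6B was [+/-]. Of the CAAT genes, NF-YA7, NF-YA5 and NF-YA1 were [+/+] and NF-YA10 was [-/+], with a log2 fold change of -1.11 for S1/W (adjusted p = 0.00171 from limma's moderated test) and 2.17 for S3/S1 (adjusted p = 0.000828). Names in small groups are given after the values were seen.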

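The paper's lists of transcription factors hold 28 [+/+], 5 [-/-], 71 [+/-] and 24 [-/+] genes. Of these, 23, 3, 61 and 19 were in the same class here, and the same numbers when adjusted over the list alone, which is not independent evidence since the study chose the lists on these samples. HBI1 and AT4G37110 of the [-/-] list, named after their values were seen, were [-/=], with S3/S1 log2 fold changes of -0.89 and -0.81. Of the non-memory lists, 144 of 157 [+/=] genes (145 adjusted over the list alone) and 79 of 95 [-/=] genes (80 adjusted over the list alone) were in the same class. Of the late lists, 32 of 46 [=/+] genes (34 adjusted over the list alone) and 15 of 20 [=/-] genes (16 adjusted over the list alone) were. Every gene of the 8 lists changed in the direction of each plus or minus sign of its list.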

TF genes are least represented in the [-/-] memory subgroup (Table 2; Additional file 6: Table S6).

[+/+] memory genes for MYB2, MYB112, MYB13, MYB47, ATHB-7, ATHB-14, and ABF2 specifically cluster with ABA/abiotic stress responding genes but are rarely found among other hormonally responsive pathways (Figure 4A); six putative TF genes display [-/-] memory type responses and only three are shared with other response pathways (Figure 4B). 

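MYB2 (AT2G47190) had 0.125 ± 0.0433 FPKM in W, 11.2 ± 1.39 in S1 and 37.0 ± 1.70 in S3 (mean ± SD, n = 2). MYB112 (AT1G48000) had 0.110 ± 0.0658, 8.87 ± 2.35 and 63.4 ± 10.2 FPKM. The W values of both correspond to only a few reads. MYB13 (AT1G06180) had 0.727 ± 0.140, 5.46 ± 1.33 and 14.0 ± 0.0850 FPKM, ATHB-7 (AT2G46680) had 4.03 ± 1.91, 423 ± 98.4 and 1018 ± 2.37, and ABF2 (AT1G45249) had 10.1 and 9.88 FPKM in the W replicates, 94.6 and 129.5 in S1 and 256 and 277 in S3. These 5 genes were [+/+], with S3/S1 log2 fold changes between 1.23 for MYB13 and 2.72 for MYB112 and adjusted p-values between 0.00154 and 0.0296 from limma's moderated test. MYB47 (AT1G18710) rose from 4.81 ± 0.636 to 17.9 ± 4.25 and 36.3 ± 2.00 FPKM, and its S3/S1 log2 fold change of 0.996 (adjusted p = 0.0147) fell just short of 1, which made it [+/=]. ATHB-14 (AT2G34710) had 6.46 ± 1.89, 1.47 ± 0.135 and 1.57 ± 0.183 FPKM and was [-/=]. ATHB-12 (AT3G61890), the homeodomain gene that Figure 4A shows, had 6.37 ± 2.42, 336 ± 33.2 and 672 ± 27.2 FPKM, with log2 fold changes of 5.55 for S1/W and 1.00 for S3/S1 (adjusted p = 0.0306), and was also [+/=]. MYB47 and ATHB-12 were [+/+] with the libraries scaled to the same sum, with a pseudocount of 0.1 and without the criterion on the fold change.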

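Of the 71 transcription factors in the paper's [+/-] list, the median log2 fold change was 2.33 for S1/W and -1.76 for S3/S1. For the 24 of the [-/+] list the medians were -1.75 and 1.69. LOV1 and SGS3 of the [-/+] list were [-/=] here, WRKY60 and CDF3 were [=/+], and MYB51 passed the criteria in neither comparison, names given after the values were seen. WRKY60 had a log2 fold change of -0.82 for S1/W (adjusted p = 0.0724 from limma's moderated test) and 3.00 for S3/S1 (adjusted p = 0.00286).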

TFs with [+/-] or [-/+] revised response memory behavior are broadly shared with multiple abiotic and hormone response networks, outlining distinct clusters (Figure 4C, D).

**Figure 4:**
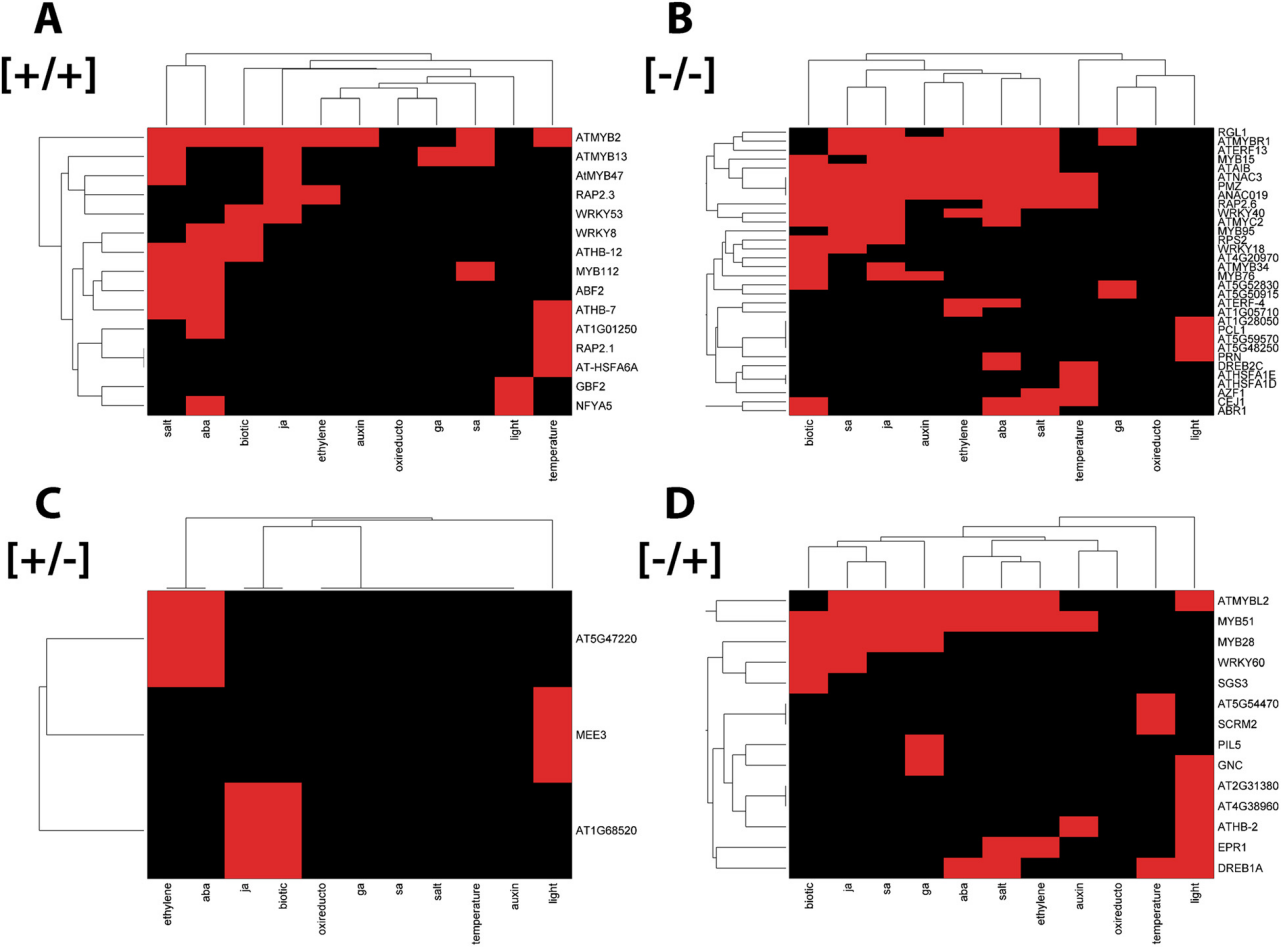
**Dehydration stress memory genes encoding TFs.** Hierarchical clustering of dehydration stress memory genes encoding transcription factors implicated in the crosstalk between various abiotic stress and hormone regulated pathways. Presence (red, value 1) or non-presence (black, value 0) of annotation in stress and hormone regulated pathways is determined for each transcription factor, and then clustered along both rows (genes) and columns (annotation) via unweighted average Euclidean distance. **A)** TF genes displaying [+/+] memory; **B)** [-/-]; **C** [+/-]; **D** [-/+].

## Discussion

### Biological relevance of the transcription memory behavior

Plants experience more dehydration stress during the day when transpiration exceeds the rate of water uptake and fully, or partially, recover during the night when the rate of water uptake exceeds the greatly diminished loss of water from leaves [20]. This creates a diurnal cycle of oscillating leaf water potential that is probably most pronounced during periods of moderate drought conditions [21,22]. The repetitive dehydration stress system employed in this study has similarities to this natural diurnal stress. We hypothesize that dehydration stress memory helps plants to prepare for the next day’s stress if they were stressed the day before, despite alleviated stress signals during the night [9].

Genes displaying transcriptional memory are among the genes responding to the first dehydration stress. Altering their expression levels in subsequent stresses, presumably, allows the plant to finely tune its responses to ongoing/recurring dehydration stress. The possible biological relevance of the genes displaying transcriptional memory is considered in the context of four overlapping strategies generally employed by a plant to improve its stress tolerance and/or survival: 1) increased synthesis of membrane protecting, damage-repairing, and detoxifying functions; 2) coordinating photosynthesis and growth under repetitive stress; 3) re-adjusting osmotic and ionic equilibrium to maintain homeostasis [23]; and 4) re-adjusting interactions between dehydration and other stress/hormone regulated pathways [24,25].

### Increased synthesis of protective functions

In general, the proteins encoded by [+/+] memory genes are involved in cell protective roles. These include heat shock proteins and chaperons, proteins involved in the repair of stress-induced damages to membranes, in modifying membrane lipid composition, in regulating membrane fluidity and permeability to toxic ions, dehydrins (RD29B, RAB18, LTi30), and lipid transfer proteins (LTP2, LTP3, LTP4) [26,27]. 

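RD29B (AT5G52300), on chromosome 5 from 21237021 to 21239531, had 0.404 ± 0.119 FPKM in W, 475 ± 226 in S1 and 2662 ± 172 in S3 (mean ± SD, n = 2). Its log2 fold change was 8.32 for S1/W (adjusted p = 0.000115 from limma's moderated test) and 2.57 for S3/S1 (adjusted p = 0.00551), the latter between 2.06 and 3.07 with each library left out in turn. LTI30 had an S3/S1 log2 fold change of 2.25 (adjusted p = 0.00541). LTP3 (AT5G59320) and LTP4 (AT5G59310), neighbors on chromosome 5, rose from 6.38 ± 5.83 and 0.688 ± 0.376 FPKM in W to 607 ± 179.8 and 279.7 ± 61.0 in S1 and 5304 ± 451 and 3611 ± 182 in S3. LTP2 (AT2G38530) rose from 8.91 ± 5.52 to 276 ± 104 and 975 ± 17.5 FPKM, with an S3/S1 log2 fold change of 1.87 (adjusted p = 0.0336). Over all 78 genes with a lipid transfer protein as product, 7 were [+/+], and the median log2 fold change was 0.08 for S1/W (adjusted p = 0.698 by camera) and 0.06 for S3/S1 (adjusted p = 0.0456). The 104 heat shock proteins had medians of 0.23 (adjusted p = 0.0480, and between 0.000655 and 0.208 over the alternatives) and -0.05 (adjusted p = 0.359), and the first of these no longer passed the threshold under either other scaling.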

LEA (late embryogenesis abundant) proteins functioning as molecular chaperones to maintain membrane structures, ion balance and homeostasis [28,29] and enzymes for the synthesis of isoleucine (toxin degradation), serine (redox responses), and proline (an osmolyte) are encoded by [+/+] memory genes. Thereby, [+/+] memory genes ensure elevated synthesis of factors critical for cell survival under multiple dehydration stresses (Table 2; Figure 3).

Abscisic acid (ABA) is the key mediator of dehydration signaling and is involved in responses to other abiotic stress response pathways [30,31]. ABA responsive genes that respond to dehydration are often points of overlap in various abiotic stress pathways [32,33] (Table 2). The [+/+] memory and [+/=] non-memory genes, generally, encode proteins with similar protective functions. However, the memory component, presumably, allows the plant to optimize its stress tolerance within the context of protection. Only a few [-/-] memory genes and a smaller number of down-regulated [-/=] genes are shared between dehydration/ABA and other abiotic stress responding systems (Table 2; Additional file 5: Table S5; Figure 3).

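Of the 6 genes responding to ABA in the paper's [-/-] list, 4 were [-/-] here and 4 when adjusted over the list alone. RACK1B_AT was [-/=], with an S3/S1 log2 fold change of -0.995 that fell just short of the criterion, and TGG2 passed in neither comparison (adjusted p = 0.286 and 0.231 from limma's moderated test), both named after their values were seen. Of its 8 genes responding to salt, all 8 were [-/-] and all 8 when adjusted over the list alone. These lists were chosen on these samples. By annotation notes, 8 of 2336 protein-coding [-/=] genes (0.342%) respond to ABA, against 0.573% of the background, a difference that did not pass the threshold (Fisher's exact test, two-sided, adjusted p = 0.272).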

### Photosynthesis and growth during repeated stresses

More than 40% of the [-/-] memory genes encode ribosome/protein synthesis, chloroplast, and thylakoid membrane related proteins indicating repetitive stress results in a stronger attenuation of the pathways for photosystem II electron transport, small RuBisCo subunit and sugar biosynthesis, as well as for ribosome assembly, protein translation, DNA replication and histones (Additional file 4: Table S4; Additional file 5: Table S5; Figure 3). 

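By annotation notes, 137 of 274 protein-coding [-/-] genes (50.0%) were linked to the ribosome, the chloroplast or the thylakoid, against 16.1% of the background. In the paper's lists of the [-/-] class, 67 of 74 chloroplast genes were [-/-] here and 69 when adjusted over the list alone, although the lists were chosen on these samples. The RuBisCo small subunits RBCS1B, RBCS2B and RBCS3B, singled out after their values were seen, were all [-/-]. RBCS3B (AT5G38410) had 9205 and 7429 FPKM in the W replicates, 3476 and 2285 in S1 and 227 and 349 in S3. RBCS1A (AT1G67090), the other member, had 9517 and 6085 FPKM in S1 and 1392 and 1732 in S3, and is listed at 0 in both W libraries. The 51 histones had a median log2 fold change of -0.46 for S1/W (adjusted p = 0.0164 by camera) and -0.24 for S3/S1 (adjusted p = 0.0181), with 8 [-/-] genes.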

None of the [+/+] memory genes encodes a thylakoid membrane function. 

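Among 319 protein-coding [+/+] genes, OCT4 (AT3G20660) and AT3G57680, named after their values were seen, have a note on the thylakoid in the annotation of the reference. These are 0.627% of the class against 1.75% of the background, a difference that did not pass the threshold (Fisher's exact test, two-sided, adjusted p = 0.349). OCT4 had a log2 fold change of 1.70 for S1/W and 2.62 for S3/S1, and AT3G57680 had 1.49 and 2.24.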

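The paper's list of [+/+] genes associated with chloroplasts holds 13 genes, of which 9 were [+/+] here and 11 when adjusted over the list alone, although the list was chosen on these samples. SEN1, P5CS2 and J8 were [+/=] and GPT2 was [=/+], names given after their values were seen. P5CS2, an enzyme of proline synthesis, had a log2 fold change of 1.73 for S1/W (adjusted p = 0.00109 from limma's moderated test) and 0.99 for S3/S1 (adjusted p = 0.0130). By annotation notes, 28 [+/+] genes (8.78%) were linked to the chloroplast, fewer than the 13.6% of the background (Fisher's exact test, two-sided, adjusted p = 0.0339).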

Of note, 12 [+/+] memory genes associated with chloroplasts encode functions that are different, even opposite to, the functions encoded by the [-/-] memory genes. Chlorophyll and toxin catabolic enzymes, enzymes for the synthesis of isoleucine (toxin degradation), serine (redox responses), and proline (an osmolyte) are encoded by [+/+] memory genes. Photosynthetic and starch synthesizing activities, in addition to proteins involved in chloroplast organization and relocation, are encoded by [-/-] memory genes. 

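By annotation notes, 468 of 2336 protein-coding [-/=] genes (20.0%) were linked to the chloroplast, against 13.6% of the background (Fisher's exact test, two-sided, adjusted p = 4.50e-19). The ribosome was noted for 153 (6.55% against 3.13%, adjusted p = 1.57e-18).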

Down-regulated [-/=] non-memory genes encode ribosome- and chloroplast-associated proteins as well (Table 2; Additional file 5: Table S3; Figure 3). The functional implications of the [-/-] transcriptional response patterns (decreased protein synthesis, cell growth and photosynthesis) and the protective functions by the [+/+] memory genes are in agreement with known responses of plants enduring dehydration stress [34-37]. Of note, on the background of a rather even distribution of GO functions encoded by the late responding [=/+] and [=/-] genes, the fraction of genes encoding chloroplast and thylakoid membrane proteins constitute ~ 20% among the [=/-] genes (Table 2; Additional file 5: Table S5).

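Of 537 protein-coding [=/-] genes, 147 (27.4%) had an annotation note on the chloroplast or the thylakoid, against 13.7% of the background, and for the chloroplast alone the number was 145 (27.0%; Fisher's exact test, two-sided, adjusted p = 1.38e-15). In the [=/+] class the share was 6.81%, with 46 of 675 genes, which is below the background (adjusted p = 2.12e-07).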

### Re-adjusting cellular homeostasis

The [-/+] and [+/-] revised memory genes respond robustly to the initial stress, but in a subsequent exposure provide responses at levels closer to their non-stressed levels. Presumably, these genes help in restoring homeostasis as the plant adjusts to dehydration stress. Thus, [-/+] memory genes for chloroplast organization, relocation, photosynthetic, light harvesting, and metabolic functions are similar to the functions encoded by the [-/-] memory genes (Additional file 5: Table S5; Figure 3). However, by producing significantly more transcripts in S3 than in S1([-/+]), or returning to pre-stressed (W) levels in S3 ([+/-]), these genes support the ability of plants to restore photosynthesis after temporary water withdrawal [38]. Presumably, the [**-/+**] genes contribute to an initial decrease in chloroplast/photosynthetic activity in S1, but by reverting to pre-stressed transcription levels in S3, contribute to a subsequent re-adjustment. The [**-/+**] memory genes *GLK1* and *GLK2,* implicated in regulating the photosynthetic apparatus and chloroplast development in a cell-autonomous manner [39,40] are candidate genes for a role in such an adjustment.

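GLK1 (AT2G20570), on chromosome 2 from 8855302 to 8857758, had 151 and 151 FPKM in the W replicates, 28.4 and 26.7 in S1 and 80.1 and 67.7 in S3. GLK2 (AT5G44190), on chromosome 5 from 17798262 to 17800926, had 87.2 ± 2.09 FPKM in W, 23.2 ± 4.48 in S1 and 92.5 ± 5.62 in S3 (mean ± SD, n = 2). The S3/S1 log2 fold change was 1.39 for GLK1 (adjusted p = 0.00141 from limma's moderated test) and 1.96 for GLK2 (adjusted p = 0.00131). GLK1 had an S3/W log2 fold change of -1.02 (adjusted p = 0.000943), and GLK2 one of 0.08 (adjusted p = 0.666).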

Within the same GO category, [-/+] and [+/-] memory genes may encode opposing biochemical activities. For example, a number of the [-/+] memory genes encode chlorophyll and carbohydrate (starch) synthesizing enzymes, while chlorophyll and starch degrading activities are encoded by [+/-] memory genes (Additional file 5: Table S5). Juxtaposing these functions would suggest complementary roles during both the initial and repeated stresses. Acting together, these genes are likely to decrease overall chlorophyll and starch biosynthesis during the first stress but to partially restore it during subsequent stresses. These complementary transcriptional patterns and functional roles support the fine coordination occurring between metabolic and energy adjustments during adaptation to drought [41].

Membrane-associated memory genes present another paradigm of biological relevance for the dehydration memory genes. As dehydration may damage membrane integrity, it is not surprising that a large number of genes (more than 750 of memory and non-memory) encode functions related to membranes; more than 260 of the late responding genes encode membrane-associated proteins (Table 2; Additional file 5: Table S5; Figure 3). 

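By annotation notes, in which thylakoid membranes were not counted, 1777 protein-coding genes of the memory and non-memory classes were linked to membranes, 518 of them memory genes. Among the late responding [=/+] and [=/-] genes there were 387. Of the 17810 genes of the background, 4761 had such a note.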

Proteins regulating osmotic pressure, water balance, and wall modifications have been implicated in plants’ stress responses and environmental adaptation [42]. These functions are encoded by genes of all four-memory response types, suggesting that after providing an up/down transcriptional response in S1, a large number of Arabidopsis genes alter their transcript outputs (further up- or down-regulating or reversing towards pre-stressed levels) in a subsequent exposure to more finely modify cell membrane structure, ion balance and homeostasis.

### Dehydration stress memory genes in crosstalk with other response pathways

Individual genes that are regulated by multiple different stimuli represent overlapping points of these plant’s signaling networks [43-48]. The subset of the dehydration stress memory genes that are at these convergent points revealed new aspects of plants’ stress responses. For example the dehydration/JA pathways share the largest number of both memory and non-memory genes co-regulated by these pathways, consistent with reported crosstalk between jasmonic acid (JA) and ABA regulated signaling networks during dehydration [45,47,49], salt [50], and cold stresses [51]. 

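Annotation notes on JA were carried by 67 of the 17810 expressed protein-coding genes, and 48 of these were memory or non-memory genes. This was not the largest number among the responses noted, which was 130 for salt, but it was the largest share, since the notes named salt for 264 genes and ABA for 102, of which 52 were memory or non-memory genes. Memory genes made up 38 of the 48 genes with a note on JA.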

More than 200 JA-responsive genes are up-regulated in S1 (including memory and non-memory genes) and about 80 are down-regulated (Table 2; Additional file 5: Table S5). 

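Of the genes with an annotation note on JA, 45 were higher and 3 were lower in S1 than in W. The [+/-] class held 35 of them, the [+/=] class 9, and MES16 was [+/+], PDF1.2 was [-/-], VTC2 was [-/+] and ACL was [-/=], names given after the values were seen. The 24 genes with jasmonate, allene oxide or lipoxygenase in their product had a median log2 fold change of 3.17 for S1/W, where 23 genes were higher, and of -2.75 for S3/S1, where 3 were higher (adjusted p = 4.13e-09 and 2.29e-10 by camera). Of these 24 genes, 17 were [+/-]. Of the 7 JA genes in the paper's [+/+] list, 4 were [+/+] here and 5 when adjusted over the list alone, while MYB47 and SEN1 were [+/=] and WRKY53 passed in neither comparison. Of the 16 in its [-/-] list, 12 were [-/-] and 13 when adjusted over the list alone, and AT2G23680 was [=/-], SARD1 and WAK1 were [-/=] and PR5 passed in neither. The lists were chosen on these samples, and the genes outside the class are named after their values were seen.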

In S3 stress, however, 89 [+/=] and 46 [-/=] genes continued to provide similar transcript levels, seven produced higher ([+/+]), and 16 lower ([-/-]), transcript levels, but 140 ([+/-]) genes did not respond in the subsequent stress. Thereby, in addition to a finer tuning, the altered transcript levels from the memory genes suggest an altered crosstalk between these pathways in S3 compared to S1.

Non-memory ([+/=] and [-/=]) and unidirectional memory ([+/+] and [-/-]) dehydration stress responding genes respond every time the plant experiences dehydration stress. Concurrent with amplified responses from the [+/+] and [-/-] memory genes, however, engagement of the [+/-] and [-/+] genes lessens in S3, suggesting the nature and the dynamics of the interactions between dehydration and other signaling pathways are different during repeated exposures than the interactions occurring in a single exposure.

Lastly, we note that TF encoded by memory genes can be critical for the expression of dependent genes in S1, but that they do not necessarily determine the memory behavior of regulated genes in S3. For example, the [+/-] memory of the *MYC2* gene, identified as a master regulator of the crosstalk between the ABA, SA, GA, JA, and auxin signaling pathways [52-54], correlates with the [+/-] memory of a large number of MYC2-dependent genes common for these signaling pathways (Figure 4C; Additional file 6: Table S6). However, the signature gene, *RD22*, directly regulated by MYC2 [55,56] is a non-memory gene that is up-regulated in both S1 and in S3 (Additional file 4: Table S4; Additional file 6: Table S6) despite the fairly low levels of *MYC2* transcripts in S3. 

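MYC2 (AT1G32640), on chromosome 1 from 11798119 to 11801407, had 16.7 ± 4.92 FPKM in W, 113 ± 17.0 in S1 and 22.5 ± 1.73 in S3 (mean ± SD, n = 2). Its log2 fold change was 2.71 for S1/W (adjusted p = 0.000599 from limma's moderated test) and -2.27 for S3/S1 (adjusted p = 0.00264). The level in S3 did not differ from that in W under the criteria (log2 fold change 0.44, adjusted p = 0.152).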

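RD22 (AT5G25610), on chromosome 5 from 8914122 to 8916856, had 465 ± 182 FPKM in W, 2525 ± 235 in S1 and 4395 ± 141 in S3 (mean ± SD, n = 2). The log2 fold change was 2.49 for S1/W (adjusted p = 0.00281 from limma's moderated test), 0.80 for S3/S1 (adjusted p = 0.137) and 3.29 for S3/W (adjusted p = 0.000944).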

Evidently, another TF activates *RD22* in S3. The results suggest that diverse gene-specific mechanisms are involved in regulating the behavior of dehydration stress responding genes and that the memory behavior of individual TFs alone does not necessarily determine or predict the memory or non-memory behavior of their targets.

## Conclusion

The genome-wide response of Arabidopsis genes to dehydration stress revealed the existence of four distinct transcriptional memory response patterns. By altering transcript levels, and presumably the levels of encoded proteins, memory genes are likely to alter the cellular responses and the crosstalk between overlapping pathways. Adjustments of expression of memory genes, together with the consistent responses from the non-memory genes, allow the plant to optimize its responses and the interactions between various signaling systems. Transcriptional memory, like defense gene priming, can provide the benefits of a more robust or modified stress response while reducing the costs of the state of preparedness [25]. The behavior of transcriptional memory genes adds a new dimension to our understanding of plants’ responses to dehydration stress and to current models for interactions between different signaling systems. Revealing the molecular mechanisms of transcriptional memory responses may be critical for understanding how plants’ adapt to changing environments and is emerging as a new area in plant abiotic and biotic stress response research.

## Authors’ contributions

YD, NL and LV performed experiments, J-JR performed bioinformatics analyses. MF and ZA conceived the study and interpreted results. ZA wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Primers used in the qRT-PCR experiments. Click here for file

Additional file 2: Table S2 Distribution of raw and mapped reads over samples and replicates. Click here for file

Additional file 3: Table S3 Transcript abundance established in W, S1 and S3 for all 33, 555 genes of *A. thaliana.* Click here for file

Additional file 4: Table S4 Transcript abundances displayed by the memory genes from the four memory categories and for the induced and repressed non-memory genes of *A. thaliana.* Click here for file

Additional file 5: Table S5 Complete list of memory and non-memory genes according to GO function. Click here for file

Additional file 6: Table S6 Memory and non-memory genes encoding TFs. Click here for file

# Supplementary material for: Four distinct types of dehydration stress memory genes in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2013 Dec 30;13:229. doi: 10.1186/1471-2229-13-229
**Supplement:** Additional file 1: Table S1 — Primers used in the qRT-PCR experiments.

**Table S1: List of primers used for qRT-PCR analysis**

| Genes            | Primer Name | Sequence (5'-->3')     |
|------------------|-------------|------------------------|
| At3g50970        | N327        | GGGACTAACACGGCTTATGG   |
|                  | N328        | CCTGGCAGTTGCTCTTTAAT   |
| At1g54160        | N266        | CCGTGCTAAACTCGAAGCTC   |
|                  | N267        | AGCATGAAGATGGCGAGACT   |
| AT4g34000        | N229        | AACCGTTCTCAACCTGCAAC   |
|                  | N230        | GCTGCAACCGTTACTCCTGT   |
| At5g28770        | N181        | CGGTCCAGAAGAAGAAAGCA   |
|                  | N182        | TGAGACCCTTCATGAGTTTGA  |
| At3g22120        | N143        | TTCCCTCGTACGTTAATAGTGG |
|                  | N144        | GGGTTTGTACACTTTCCTCA   |
| At2g45180        | N177        | CTCCTAAACCCCCAAAACC    |
|                  | N178        | TGGTGGAGAACCAACAACAA   |
| At3g54500        | Y873        | TCTCATCAGGTGCCTGTAGC   |
|                  | Y874        | GCCAGAATCATCTTGTTCCA   |
| At5g45820        | N175        | AAAGCCGATGTTTGGTCTTG   |
|                  | N176        | ATTTGAATTTCGCTTTCGTG   |
| At1g71030        | N171        | CATCCTCAAGCTTCATGCAC   |
|                  | N172        | AACTTCGTTGTTCGGTTCGTC  |
| At4g28140        | N261        | CACAGCGCAACACTGAATTT   |
|                  | N262        | TGGCGTTTCAGGTTCTTTCT   |
| At1g19180        | N211        | GCATGCAAGCCTGATGTCAAT  |
|                  | N212        | TGCCTAGGAAACAGATTTCGTC |
| At1g51780        | N249        | ACATTCCGAGCCCTTTTACC   |
|                  | N250        | GCTTGCTTGC GTTGTGATAA  |
| At2g42540/COR15A | Y31         | CAGATGGTGAGAAAGCGAAA   |
|                  | Y32         | CCCTACTTTGTGGCATCCTT   |
| At4g27410        | Y33         | AGTTCGATCCTTGGGATTTG   |
|                  | Y34         | ACCCGTTGCTTTCCAATAAC   |
| At3g11020        | Y41         | TGGTTTAACGGTGGCTGATA   |
|                  | Y42         | TGGTCCTCCTTTACCCTTCA   |
| At4g38770        | N179        | GCCGAGAGCAAGATCAAAAC   |
|                  | N180        | GTCGTCAATGTTTCCCGAAC   |
| At5g01410        | N183        | ACCCTGAGATGCTTGTGGAG   |
|                  | N184        | AGCGATTAGCGAACCTCTCA   |
| At4g39260        | N349        | CGGCGACGTTATCGATTCTA   |
|                  | N350        | TCCTTGAAGGTGACGAATCC   |

# Supplementary material for: Four distinct types of dehydration stress memory genes in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2013 Dec 30;13:229. doi: 10.1186/1471-2229-13-229
**Supplement:** Additional file 2: Table S2 — Distribution of raw and mapped reads over samples and replicates.

**Table S2 Distribution of raw and mapped reads over samples and replicates.**

| <b>Sample NAME</b> | <b>Raw reads</b> | <b>Mapped reads</b> |
|--------------------|------------------|---------------------|
| S1 REplicate 1     | 36614842         | 34311218 (94 %)     |
| S1 REplicate 2     | 40193946         | 38718225 (96 %)     |
| S3 replicate 1     | 37706035         | 35241847 (93 %)     |
| S3 replicate 2     | 40718457         | 39328849 (97 %)     |
| Water repLICATE 1  | 24832092         | 23001565 (93 %)     |
| Water repLICATE 2  | 28601911         | 26515658 (93 %)     |
|                    |                  |                     |

How the deposited data were processed for this re-analysis (not part of the article)

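Messenger RNA of *Arabidopsis thaliana* rosette leaves was sequenced by the authors from 6 libraries, 2 biological replicates each of watered plants (W), plants after a first dehydration stress (S1) and plants after the third (S3). Per the paper's methods and the file headers, the authors made the deposited FPKM values from reads mapped with bowtie and tophat at default parameters to TAIR10, with cuffdiff run for S1 against W and for S3 against S1, and the values are given per replicate and gene. They were used as deposited, without a further normalization. The deposited tables hold neither read counts nor coordinates, so the depth is known only as the mapped reads per library that the paper lists, and no counting interval is given for single values.

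Samples were grouped by the condition that the sample labels give. The comparisons S1 against W, S3 against S1 and S3 against W were fitted together to log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with condition as the only term and empirical Bayes moderation with a variance trend. Cuffdiff, which the authors used, was not run, since it needs the reads. The choice of tests had been written for read counts before the data were examined, with limma on log2(value + 1) as its fallback for a normalized unit, and this fallback was used. The rule for naming genes was fixed at the same time: every gene that the paper names in its results, discussion, Figure 1 or Table S1, and in each of the 4 memory classes the 3 genes with the largest value of the smaller of both absolute log2 fold changes, among genes past the criteria in both comparisons with no overlap between replicates and a mean of at least 10 reads per library, here approximated from FPKM, transcript length and mapped reads. Genes outside this rule are marked as chosen after their values were seen.

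A gene's response class is the sign of its S1/W change followed by the sign of its S3/S1 change, with = for a change that does not pass the criteria. Gene sets were defined by words in the product names of the reference annotation and tested with camera and fry. Categories were defined by words in the annotation notes and tested with Fisher's exact test, two-sided, against the 17810 protein-coding genes above the expression criterion. The paper's gene lists were read from its supplementary tables, of which Table S3, the [+/-] part of Table S4 and the lists by function after that of the [-/-] class were held only in part and were not used for overlaps. The lists by function and of transcription factors were used as the supplementary tables hold them, and several hold another number of genes than Table 2 gives. Coordinates, transcript lengths, GC content and upstream sequences come from the TAIR10.1 assembly and its RefSeq annotation, joined by locus identifier, in which 32815 (97.8%) of the genes listed were found. Python 3.11 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for all other steps, and the fitting and classification were tested on simulated data.

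The alternatives planned were median-of-ratios size factors, scaling to the same sum, a fit to only the 4 libraries compared, the replicate number as a block, no criterion on expression, no criterion on the fold change, a pseudocount of 0.1, a filter for a mean of at least 1 FPKM in a condition, each library left out in turn, fry and an estimated correlation for the gene sets, and the log scale and the filter for the regression between replicates. Chosen after seeing the data were moderation without a variance trend, an expression limit of 2.2 FPKM, leaving out genes listed at 0 in one condition and at 100 FPKM or more in another, a correction for GC content and transcript length with and without the replicate block, and the regression of replicate 1 on replicate 2 and through the origin. Groups of 2 libraries are too small for a test of outlying samples or for other splits of the samples, so neither was done. The qRT-PCR measurements of Figure 1 were not analysed here.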

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

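The tests of short transcripts, of sequence shared with other genes and of a limit on the reads at a locus were chosen only after the results were seen.

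The paper does not test S3 against W. In this comparison 7348 genes were differentially expressed, 3794 with higher and 3554 with lower levels in S3. With each W and S3 library left out in turn, between 3513 and 3701 of the former and between 3238 and 3463 of the latter kept an absolute log2 fold change of at least 1 in the same direction. After the correction for GC content and transcript length, 3411 genes were higher and 3930 lower, and with median-of-ratios size factors 3667 and 3644, so these trends and the scaling do not account for the number. W was sequenced with longer reads than S3 and was sampled sooner after removal from soil. Effects of read length and of this time cannot be told apart from that of the stress here.

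Of these genes, 1666 passed the criteria in neither of the other comparisons, 850 of them higher and 816 lower in S3 than in W. In 1665 of the 1666 genes the changes from W to S1 and from S1 to S3 had the same sign, with a median size of 0.74 and 0.59 on the log2 scale. Genes of this kind are largely fixed by the criteria, since a change that passes only over both steps is made of smaller steps that add up, and no technical or biological explanation was tested for them.

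The paper describes [+/-] genes as near their W levels in S3, and 54 of them were lower in S3 than in W under the criteria. After the correction for GC content and transcript length the number was 58, and under the other scalings at least 48, which argues against both as the whole explanation. It was 91 with a pseudocount of 0.1, 230 without the criterion on the fold change and 46 with only the 4 libraries compared. None of 18 categories of annotation notes differed between these genes and the other [+/-] genes (0 at an adjusted p of at most 0.05 and 0 at an unadjusted p under 0.05 by Fisher's exact test, two-sided, where the smallest unadjusted p was 0.0711 for thylakoid proteins). The largest falls, in genes chosen after their values were seen, were those of AT5G62360, ARR7 and AT4G18440, with S3/W log2 fold changes of -3.67, -3.52 and -3.18 (adjusted p = 8.72e-05, 0.000153 and 0.000159 from limma's moderated test). A reversal past the watered level after repeated stress may explain these genes. The longer time since removal from soil in S3 was not tested as a source. Read length alone cannot place S1 above W and S3 below W, since its effect would be the same in S1/W and S3/W. Whether read length raised the W values of these genes, and so lowered S3/W, remains open. The zeros in W of transcripts under 101 bases, described next, would raise S3/W instead.

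At 0 in both W libraries and at 100 FPKM or more in S1 or S3 were 39 genes, of which 13 are protein-coding and 16 have transcripts under 101 bases, the read length of W. In the opposite direction, 5 genes were at 0 in both S1 libraries and 6 in both S3 libraries with 100 FPKM or more elsewhere. Among genes with 100 FPKM or more in S1 or S3, 100.0% of the 16 with transcripts under 101 bases were at 0 in W, against 0.675% of the 1779 with transcripts of 200 bases or more (Fisher's exact test, two-sided, p = 5.86e-32). For these short transcripts, among them the small nucleolar RNAs AT3G50825 and AT2G05765, the zeros are consistent with reads of 101 bases that could not be placed on them, and their S1/W changes may be artifacts of the read length.

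The zeros of longer transcripts need another explanation. Sequence shared with other genes would need most windows of read length to occur elsewhere, but over the 12 protein-coding genes long enough to be tested the largest share was 9.16%, in GLYI7, and it was 3.81% in CAB1 and 0 in RBCS1A and AT3G08520. CAB1, RBCS1A and AT3G08520, chosen after their values were seen, are the most abundant of them. CAB1 had 14866 and 11840 FPKM in the S1 replicates and 7244 and 8825 in S3, while its relative CAB3 had 16884 and 12356 FPKM in W. AT3G08520 had 4677 and 3403 FPKM in S1 and 6773 and 3918 in S3. A limit on the reads counted at a locus could remove the most abundant genes of a library: the gene with the most approximate reads in a W library was CAB3, with 474962 in W replicate 1, but the S1 libraries list up to 785790, for COR47, and the reads of the genes at 0 are not known, so a limit and other reasons cannot be told apart for CAB1 and RBCS1A. For AT3G08520, whose transcript has 246 bases, as many reads as CAB3 would take at least 61428 FPKM in W, above the highest FPKM listed for any gene in any library (39455), which argues against a limit for this gene, and its zeros stay unexplained. Several of the others, such as ILL5, AT3G17520 and RAP2.6, the last named after its values were seen, could simply not be expressed in W, for which no test was made.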

How the results depend on the processing

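The criterion on the fold change moved the counts most. Without it, 6609 genes were higher and 6152 lower in S1 than in W, 3773 higher and 3859 lower in S3 than in S1, and 7151 higher and 6470 lower in S3 than in W. The classes then held 1170 [+/+], 1101 [-/-], 1895 [+/-], 1240 [-/+], 3544 [+/=], 3811 [-/=], 1363 [=/+] and 863 [=/-] genes, 5406 memory genes in all. Of the [+/-] genes, 786 were then higher and 230 lower in S3 than in W (46.4% with no difference), and of the [-/+] genes 187 were higher and 437 lower (49.7% with no difference). A setting that drops a criterion can only add differentially expressed genes, so the rise in their numbers follows from its construction.

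With a pseudocount of 0.1 in place of 1, there were 477 [-/-] and 592 [-/+] genes. Of the [+/-] genes of that setting, 91 were lower in S3 than in W and 58.7% did not differ, and of the [-/+] genes 49 were higher and 149 lower. A smaller pseudocount enlarges the fold changes of genes with low FPKM. The memory genes that fell in S1 were then 1069 in place of 600. The other class sizes, the number of memory genes and the numbers of differentially expressed genes stayed within 1.5 times their values under this setting. The criterion on expression changed no count when it was removed, so that setting says nothing about stability.

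The correlation across genes between the S1/W and S3/S1 log2 fold changes ranged from -0.233 to -0.166 over the fits that each left out one library, and it moved by more than the replicate spread without W replicate 1, W replicate 2, S1 replicate 1 or S3 replicate 1. It stayed negative under every alternative run.

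For the gene sets, camera with an estimated correlation left every median as it was and none of the 17 tests past the threshold: S1/W ribosomal proteins -0.80 (adjusted p = 0.507), photosystem proteins -1.20 (0.404), LEA proteins and dehydrins 0.69 (0.148), heat shock proteins 0.23, aquaporins 0.30 (0.355), jasmonate response 3.17, histones -0.46, auxin response -0.14 and ethylene response 0.27 (0.311), and S3/S1 ribosomal proteins -0.37, photosystem proteins -0.53, LEA proteins and dehydrins 0.17, lipid transfer proteins 0.0618, aquaporins -0.25, jasmonate response -2.75, histones -0.24 and ethylene response -0.24, with adjusted p-values between 0.148 and 0.578 in all. This method allows for the correlation between genes of a set, which the preset value of 0.01 takes as small. With fry, lipid transfer proteins in S1/W passed the threshold (0.0752, adjusted p = 0.00101, from 0.698 by camera), and histones in S1/W (-0.46, adjusted p = 0.0560), ribosomal proteins in S3/S1 (-0.37, adjusted p = 0.125) and photosystem proteins in S3/S1 (-0.53, adjusted p = 0.0718) no longer did. Heat shock proteins in S1/W no longer passed with median-of-ratios size factors (0.21, adjusted p = 0.0508), libraries scaled to the same sum (0.16, adjusted p = 0.0611), the replicate block (0.23, adjusted p = 0.0557) or the filter for a mean of at least 1 FPKM (0.34, adjusted p = 0.0561). Lipid transfer proteins in S3/S1 no longer passed with libraries scaled to the same sum (0.0914, adjusted p = 0.0777), nor did aquaporins in S3/S1 with median-of-ratios size factors (-0.25, adjusted p = 0.0508). Fry asks whether a set changed at all, whereas camera asks whether it changed more than other genes. In S1/W, 13302 of the 24759 genes tested had an adjusted p of at most 0.05 from limma's moderated test. A set can thus pass fry there without differing from other genes. Apart from this difference between the tests, the cause was not tested.

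The replicate numbers of the labels do not pair the libraries of all 3 conditions. Across genes, the deviations of the replicates correlated by 0.0157 between W and S3 and by -0.00596 between S1 and S3. Between W and S1 the correlation was 0.171, so a replicate effect shared by W and S1 is not excluded. With the replicate number as a block all the same, 1736 memory genes were found, and LTP2 became [+/=].

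In the regression between replicates, the slope of S3 was 0.987 and its R squared 0.987 on the log scale, which gives the most abundant genes less weight. With replicate 1 regressed on replicate 2, a direction chosen after seeing the data, the slope was 1.05 in W and 1.13 in S3.

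For the single genes named, 2379 of 2419 values under the alternatives kept their direction and their side of the criteria or stayed within the spread, 5 became weaker, 28 became stronger, 3 moved and 4 reversed. The reversed ones were KAT2 S3 versus W, log2 fold change -0.0594, and AT2G05765 S3 versus W, log2 fold change -0.18, each under the correction for GC content and transcript length with and without the replicate block, which was chosen after seeing the data; neither passed the criteria before or after, and the cause was not tested. The S3/W value of KAT2 was also below 0 without W replicate 2 (-0.107) and without S3 replicate 2 (-0.0420), within its replicate spread, so its sign is not determined.

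Of the settings chosen at the start, a second test for counts, random thinning of counts to the smallest library, a minimum of 10 counts in every library and another prior count were not run, since they need read counts, and the setting with no filter except a value above 0 is the one used throughout. Fits that leave out a library have 1 library in a group and give fold changes only. The number of replicates, 2 per group, limits all tests of single genes.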

Differences from the paper's values

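The numbers the paper states for genes listed and called, for class sizes and for the regression between replicates did not differ from those found by more than 1.5 times, nor did the log2 ratios of its gene list by more than the spread. Numbers of genes by function were counted here from annotation notes, whereas the paper counts them by GO terms, and several of those stated in its text differed by more than 1.5 times. For the response to JA, 45 genes were higher in S1 against the paper's more than 200, and 3 were lower against the paper's 80. By class, 35 JA genes were in [+/-] against the 140 of the paper's text, which is more than its Table 2 gives for that class. There were 9 in [+/=] against the paper's 89, 1 in [-/=] against the paper's 46 and 1 in [-/-] against the paper's 16. The 3 lower genes, named after their values were seen, were ACL in [-/=], PDF1.2 in [-/-] and VTC2 in [-/+]. Membrane genes among the memory and non-memory classes numbered 1777 against the paper's more than 750. None of the alternatives set before the data were examined closed these gaps, nor did those chosen after seeing the values. For JA this says little, since the alternatives change the calls and not the notes. Only 67 of the expressed protein-coding genes carry a note on JA, fewer than the paper's numbers higher and lower in S1. Genes noted as LEA or dehydrin made up 5.96% of the [+/+] genes against the paper's 3%, and the gap closed without the criterion on the fold change (2.27%) and with no other alternative set before the data were examined, nor with those chosen after seeing the values. In the [+/+] class, 1 gene had a note on JA against the paper's 7. A note on the chloroplast was found for 28 [+/+] genes, against 13 genes in the paper's list. The numbers by GO term in Table 2 were not compared one by one.

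Of 44 genes that the paper names with a class, 36 were in that class. ABF3, which the paper shows as [+/+], was [+/=], with an S3/S1 log2 fold change of 0.51, and was [+/+] only without the criterion on the fold change; it is also absent from the [+/+] list of Table S4. MYB47 and ATHB-12, listed as [+/+], were [+/=], with S3/S1 log2 fold changes of 0.996 and just under 1. Of the alternatives set before the data were examined, both were [+/+] with the libraries scaled to the same sum, a pseudocount of 0.1 and no criterion on the fold change, and also with the GC and length correction, with and without the replicate block, which was chosen after seeing the values. The text names ATHB-14 as [+/+], and it was [-/=] under every alternative run, with log2 fold changes of -1.57 for S1/W and 0.05 for S3/S1, whereas Figure 4A and the list name ATHB-12.

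Among the genes shown as [-/-] in Figure 1B by qRT-PCR, CWLP passed the criteria in neither comparison (S1/W log2 fold change -0.71, S3/S1 -1.63) and was [=/-] with a pseudocount of 0.1, the filter for a mean of at least 1 FPKM and the GC and length correction, the last chosen after seeing the values. AT2G45180 was [-/+] under every alternative run (S3/S1 log2 fold change 2.06). AT5G28870, as the figure labels its other gene, was listed at 0 in all libraries, and BZO2H3, to which the primers of Table S1 belong, was [-/=] under every alternative run (S3/S1 log2 fold change 0.15). In Figure 1F, PRP4 is shown as [-/=] and passed the criteria in neither comparison under every alternative run (S1/W log2 fold change -0.46). For the gene labelled AT4G39620, Table S1 gives primers of GRP8, which was [-/+] under every alternative run (S3/S1 log2 fold change 1.29), while AT4G39620 itself was [-/=].

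Of the paper's [+/+] and [-/-] lists, 298 of 362 and 243 of 310 genes were in the same class here. Without the criterion on the fold change, 336 of the 362 [+/+] genes and 288 of the 310 [-/-] genes were in the same class, and with a pseudocount of 0.1 it was 319 and 288.

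The paper gives regression slopes above 1 for all conditions, and here replicate 2 on replicate 1 had slopes of 0.926, 0.973 and 0.834 in W, S1 and S3; with replicate 1 on replicate 2, chosen after seeing the values, they were 1.05, 1.00 and 1.13. The R squared of S3, 0.939, lay below the paper's range, and was 0.987 on the log scale.

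The paper states that the bHLH family is present in all memory classes, and here its only bHLH gene listed as [-/-], HBI1, was [-/=], and was [-/-] with a pseudocount of 0.1 and without the criterion on the fold change. For the Homeodomain-Zip family no such statement can be checked, since the list read holds no [-/-] gene of it. The paper states that memory genes of the CAAT family are all [+/+], and NF-YA10, which it lists as [=/+], was [-/+] (S3/S1 log2 fold change 2.17), and was [=/+] with the filter for a mean of at least 1 FPKM and with the expression limit of 2.2 FPKM, the last chosen after seeing the values. The paper places GRAS genes in the [+/+] class as well, and SCL5, the only GRAS gene of its [+/+] list, was [=/+], and was [+/+] with a pseudocount of 0.1 and without the criterion on the fold change. The paper states that the largest number of thylakoid proteins is found among [-/-] genes; by annotation notes the number was larger in the [-/=] class (81 against 40), the same order as in the paper's own Table 2, although the share was largest in the [-/-] class. The paper states that no [+/+] gene has a thylakoid function; OCT4 and AT3G57680 were [+/+] and carry such a note. The paper gives responses to salt, cold, heat and ABA a far larger share of the [+/+] genes than the 5.02% found by annotation notes. The paper gives JA as the response that shares the largest number of memory and non-memory genes with dehydration; by annotation notes 48 genes were found for JA and 130 for salt, and in the paper's own Table 2 the genes for salt also add up to more than those for JA.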

Other observations

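The tests of the shared S1 libraries and of the degree of stress of the replicates were chosen only after the results were seen.

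The difference between the 2 S1 replicates was related to the stress response. Across the 14373 genes with a mean of at least 5 FPKM in a condition, the log2 ratio of S1 replicate 2 to replicate 1 correlated with the S3/W log2 fold change, which uses neither library, by 0.379 (Pearson), where genes are not independent replicates, and by 0.367 to 0.383 with single S3 and W libraries. S1 replicate 2 was the higher one in 86.5% of the [+/+] genes and 6.18% of the [-/-] genes. The W replicates, which were not stressed, had a split of the same direction (70.6% and 12.7%), and the S3 replicates leaned the other way (47.7% and 66.2%). After the correction for GC content and transcript length the correlation was 0.369, which argues against these trends as its source. A different degree of stress in the S1 replicates could give these values, but the split in W means that a difference between plants or libraries that does not come from the treatment could give them as well, and which of these applies stays open. In the W replicates the corresponding correlation with S3/S1 was 0.138 (0.102 to 0.164 with single libraries), and in the S3 replicates with S1/W it was 0.108 (0.102 to 0.112), so the correlations were smaller there but also positive, although the split by class was not the same in S3.

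A chance value of the S1 libraries, which both comparisons share, could place genes in the [+/-] and [-/+] classes. Simulated data with S1 and S3 both at the average of their measured means gave at most 2 such genes per data set, against 835 and 325 measured. This argues against chance values that are independent between genes as the source of these classes. A deviation of the S1 libraries shared by many genes was not simulated. GC content and transcript length likewise do not account for the number of genes that differed between S1 and W, which was 6547 after the correction. S1 and S3 were sequenced with the same read length, so read length cannot have produced the change from S1 to S3 in these classes, and its effect on S1/W and S3/W would be the same. For the number of genes that differed between S1 and W, the response to the stress and the read length of W both stay open.

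Sequence motifs were counted within 500 bases upstream of the 17809 protein-coding genes above the expression criterion, 8 motifs in 8 classes (64 tests, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted). The ABA-responsive element was found in 24.5% of the [+/+] genes against 10.2% of the other genes (adjusted p = 1.25e-11), and also in 17.5% of the [+/=] genes (adjusted p = 3.44e-24) and 14.1% of the [=/+] genes (adjusted p = 0.00918). This is consistent with activation through ABA in the [+/+] class, and in part in classes without that memory pattern. The G-box, to which MYC2 and other factors bind, was found in 18.5% of the [+/-] genes against 10.4% of the other genes (adjusted p = 1.98e-10), but also in 19.1% of the [+/+] genes (adjusted p = 2.91e-05) and 16.5% of the [+/=] genes (adjusted p = 1.25e-16), so the motif is not specific to the class and may reflect other factors than MYC2. The site II element of ribosomal protein genes was found in 37.6% of the [-/-] genes against 30.0% of the other genes (adjusted p = 0.0218) and in 32.3% of the [-/=] genes (adjusted p = 0.0371), which is consistent with a shared promoter element in part of these genes.

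Genes of the [+/-] class had 4.32 exons on average, against a median of 5.97 over 10000 random lists matched on expression (95% of lists between 5.62 and 6.34). This is consistent with few introns in genes that are adjusted rapidly, but all 8 classes lay below the medians of their own random lists, [-/=] with 5.54 and [=/-] with 5.55 exons the nearest, so the difference may belong to stress-responsive genes in general.

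Neighboring genes shared a memory class more often than with classes shuffled among expressed genes. Without pairs of the same annotated product, 126 adjacent pairs did, against a mean of 51.1 and at most 71 in 1000 shuffles (permutation p = 0.000999, the smallest that these shuffles can give), 92 of them [+/-] and 0 [-/-]. At a distance of at least 1000 bases, 82 pairs did, against a mean of 26.2 and at most 43, which argues against reads shared by overlapping genes as the whole explanation. Shared regulation of neighbors may explain these pairs, while tandem duplicates with differently worded products were not excluded.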
